# Gene Expression in Obliterative Bronchiolitis-Like Lesions in 2,3-Pentanedione-Exposed Rats

**DOI:** 10.1371/journal.pone.0118459

**Published:** 2015-02-24

**Authors:** Daniel L. Morgan, B. Alex Merrick, Kevin E. Gerrish, Patricia S. Stockton, Yu Wang, Julie F. Foley, William M. Gwinn, Francine L. Kelly, Scott M. Palmer, Thai-Vu T. Ton, Gordon P. Flake

## Abstract

Obliterative bronchiolitis (OB) is an irreversible lung disease characterized by progressive fibrosis in the small airways with eventual occlusion of the airway lumens. OB is most commonly associated with lung transplant rejection; however, OB has also been diagnosed in workers exposed to artificial butter flavoring (ABF) vapors. Research has been limited by the lack of an adequate animal model of OB, and as a result the mechanism(s) is unclear and there are no effective treatments for this condition. Exposure of rats to the ABF component, 2,3-pentanedione (PD) results in airway lesions that are histopathologically similar to those in human OB. We used this animal model to evaluate changes in gene expression in the distal bronchi of rats with PD-induced OB. Male Wistar Han rats were exposed to 200 ppm PD or air 6 h/d, 5 d/wk for 2-wks. Bronchial tissues were laser microdissected from serial sections of frozen lung. In exposed lungs, both fibrotic and non-fibrotic airways were collected. Following RNA extraction and microarray analysis, differential gene expression was evaluated. In non-fibrotic bronchi of exposed rats, 4683 genes were significantly altered relative to air-exposed controls with notable down-regulation of many inflammatory cytokines and chemokines. In contrast, in fibrotic bronchi, 3807 genes were significantly altered with a majority of genes being up-regulated in affected pathways. Tgf-β2 and downstream genes implicated in fibrosis were significantly up-regulated in fibrotic lesions. Genes for collagens and extracellular matrix proteins were highly up-regulated. In addition, expression of genes for peptidases and peptidase inhibitors were significantly altered, indicative of the tissue remodeling that occurs during airway fibrosis. Our data provide new insights into the molecular mechanisms of OB. This new information is of potential significance with regard to future therapeutic targets for treatment.

## Introduction

Obliterative bronchiolitis (OB) is an irreversible lung disease characterized by a progressive epithelial degeneration and obstructive fibroproliferative lesions within the small airways with eventual occlusion of the airway lumens [1]. OB is a rare disease that is most commonly associated with lung transplant rejection, although increasingly reported in the occupational setting. In particular, obstructive lung disease consistent with OB has been diagnosed in microwave popcorn packaging and flavoring industry workers exposed to artificial butter flavoring vapors containing the 4-carbon α-diketone 2,3-butanedione (diacetyl) [2]. Inhalation exposure of rats to 2,3-butanedione (BD) or to 2,3-pentanedione (PD), a 5-carbon α-diketone flavoring agent, has been shown to cause airway lesions that are histopathologically similar to OB lesions in humans [3].

The etiology of OB is unclear and there is no effective treatment, whether OB is a result of lung transplantation or inhalation of reactive chemicals. In order to develop effective therapeutic strategies, a better understanding of the molecular mechanism(s) involved in the pathogenesis of OB is needed. In this study we evaluated differential gene expression in bronchial fibrotic lesions from PD-exposed rats to help identify potential molecular pathways of airway fibrosis. Differential gene expression can be a sensitive tool for identifying pathogenic pathways; however, the resulting gene profiles can be difficult to interpret when RNA from whole tissue samples is used. Signal dilution is often a problem with lung tissue because of the large number of cell types present, and especially for lungs with OB since fibrotic airways are not uniformly distributed. In this study laser capture micro-dissection (LCM) was used to selectively harvest tissue from fibrotic and non-fibrotic bronchi from PD-exposed rats, and corresponding normal bronchial tissue from air-exposed controls. Differential gene expression in OB-like lesions of PD-exposed rats was found to be significantly up-regulated for several known profibrotic mediators, as well as for a number of genes not previously associated with OB pathogenesis.

## Materials and Methods

### Ethics statement

This study was conducted in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Alion Science and Technology Animal Care and Use Committee (permit #A3016-02). All efforts were made to minimize animal suffering.

### Animals

Male Wistar-Han rats (6–7 weeks old) were obtained from Charles River Laboratories (Raleigh, NC). Animals were individually housed in polycarbonate cages for 7–10 days after arrival and were provided with food (NIH-31) and water *ad libitum*. Animals were housed in a humidity- and temperature-controlled, high efficiency particulate air (HEPA)-filtered, mass air displacement room in facilities accredited by the American Association for Accreditation of Laboratory Animal Care. Animal rooms were maintained with a light-dark cycle of 12 h (light from 7:00 A.M. to 7:00 P.M.). Rats were acclimated to the exposure conditions by placing them in the Hazleton 1000 chambers and exposing to air for 24 h/day beginning 3 days prior to 2,3-pentanedione exposure. Food was removed for 6 h/day during acclimation.

### Vapor generation and monitoring

2,3-Pentanedione (CAS# 600-14-6) was purchased as a single lot from Acros Organics, Morris Plains, NJ. The purity was ≥ 99.0%. The PD vapor generation and chamber monitoring systems were described previously [3]. The chamber air temperature was maintained at 24 ± 3°C and 40–70% relative humidity throughout the study.

### Inhalation exposures

Rats (n = 5) were exposed to a nominal concentration of 200 ppm PD in Hazleton 1000 exposure chambers, 6 h/d, 5 d/wk for 12 days of exposure. The actual daily PD exposure concentration was 200.12 ± 0.18 ppm (mean ± SD). Control animals (n = 6) were exposed to filtered, conditioned air at the same flow rate in the control chamber. Food was removed during the exposures and water was always available. The animals remained in the chambers for the duration of the study.

### Necropsy, tissue sampling, and laser capture microdissection

Rats were euthanized immediately following the last exposure with Nembutal (100 mg/kg, ip) and exsanguinated via the inferior vena cava. Under RNAse-free conditions, the lungs were removed intact and inflated with an RNAse-free 50/50 mixture of OCT and 0.9% saline. One half of each lobe was frozen at -80°C and the other half was fixed in 10% neutral-buffered formalin for histopathology.

Frozen lung samples were serial sectioned for laser capture microdissection (LCM). The first serial section (6 microns) was stained with hematoxylin and eosin (H&E) and used to locate areas for microdissection (map slide). The next eight serial sections were cut at 8 microns and placed on PET foil slides for LCM. The ninth serial section was cut at 6 microns, stained with H&E and used as a map slide. A total of 45 serial sections were taken in this manner from each lung to assure adequate LCM sampling for microarray analysis.

The Cellcut instrument (Molecular Machines and Industries, Zurich, SW) was used to microdissect the areas of interest. Microdissection was performed within seven days of cutting frozen samples. Samples were kept at -80°C until microdissection. To avoid RNA degradation, only 2 slides were stained at a time to allow for the staining, desiccation, localization of lesions under the microscope, and laser microdissection within the restricted time frame. Since the sections typically contained only 1 or 2 fibrotic lesions, it was necessary to repeat the staining and microdissection process for each lung specimen multiple times over a 1–2 day period in order to harvest sufficient material for the RNA extraction.

Intraluminal fibrotic polyps or fibrotic plaques, along with underlying lamina propria, smooth muscle, and adventitia were microdissected from serial sections of fibrotic bronchi from five PD-exposed rats. Also collected from these same serial sections of 3 exposed rats were non-fibrotic bronchi lined by normal-appearing or reactive regenerative epithelium, with or without mild inflammation, and the underlying lamina propria, muscle, and adventitia (Fig. 1). These non-fibrotic bronchial branches were separate from the fibrotic bronchi to ensure the lack of any fibrosis. Analogous normal bronchial epithelium, underlying lamina propria, muscle, and adventitia were microdissected from serial sections of bronchi from six air-exposed control rats.

**Fig 1:**
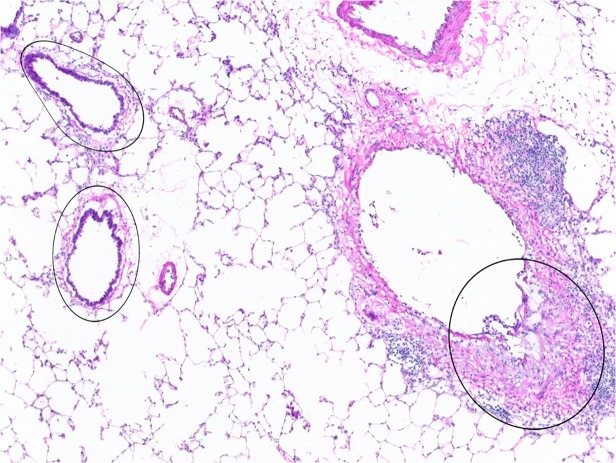
Laser capture microdissection (LCM) of fibrotic and non-fibrotic bronchi. Microdissection of fibrotic bronchial lesions, such as that indicated by the circled area on the right, was performed on frozen sections. Similarly, exposed but non-fibrotic bronchi, such as the two noted on the left, were microdissected and collected separately. RNA was subsequently extracted from both the fibrotic and the non-fibrotic bronchial specimens, and utilized for microarray and PCR analysis. 4x original objective magnification.

### Histopathologic scoring of bronchial fibrosis

The hematoxylin and eosin (H&E) stained frozen section slides from each lung lobe were examined for fibrotic bronchial lesions. Each lesion was categorized as either intraluminal or intramural depending upon the predominant location of the fibrosis. The total number of intraluminal and intramural bronchial fibrotic lesions in all lobes was then added and scored as follows: 1 to 5 lesions = 1+, 6 to 10 = 2+, 11 to 15 = 3+, and >15 = 4+.

### RNA extraction and amplification

Arcturus Picopure RNA extraction buffer (Applied Biosystems, Carlsbad, CA) was used the day of microdissection for lysing each sample. The samples were centrifuged briefly and kept at -80°C until the RNA isolation. RNA isolation was performed within five weeks of microdissection. RNA was extracted from normal tissue and PD-induced lesions. Picoscale RNA was isolated using the PicoPure RNA Isolation Kit (Molecular Devices, Sunnyvale, CA), adapting the protocol for use with CapSure LCM Caps. The amount of isolated RNA (pmole/μl) was determined with a Qubit Instrument. Isolated RNA was analyzed for quality and concentration using a Bioanalyzer PicoChip (Agilent Technologies, Englewood, CO). Twenty (20) ng of total RNA was amplified and labeled using the Nugen WT-Ovation Pico RNA Amplification and Encore Biotin Module protocols.

### Microarray hybridization

Five (5) μg of amplified biotin-aRNAs were fragmented and hybridized to each array for 18 hours at 45°C in a rotating hybridization oven. Array slides were stained with streptavidin/phycoerythrin utilizing a double-antibody staining procedure, washed for antibody amplification according to the GeneChip Hybridization, Wash and Stain Kit user manual, and scanned in an Affymetrix Scanner (Model 3000).

### qPCR validation

Quantitative gene expression levels were detected using real-time PCR with the ABI PRISM 7900HT Sequence Detection System (Applied Biosystems) and TaqMan MGB probes (FAM dye labeled). Primers and probes for all genes analyzed were purchased from Applied Biosystems TaqMan Gene Expression products. For amplification, diluted cDNA was combined with a reaction mixture containing TaqMan universal PCR Master Mix (Applied Biosystems, Catalog No. 4304437) according to manufacturer's instructions. Samples were analyzed in duplicate, and a sample without reverse transcriptase (RT) was included with each plate to detect contamination by genomic DNA. Amplification was carried out as follows: (1) 50°C, 2 min (for uracil-*N*-glycosylase incubation): (2) 95°C, 10 min (denaturation): (3) 95°C, 15 s, 60°C, 30 s (denaturation/amplification) for 40 cycles. Fold increases or decreases in gene expression were determined by quantitation of cDNA from target samples relative to a calibrator sample (control bronchus). The 18S RNA gene was used as the endogenous control for normalization of initial RNA levels. To determine this normalized value, 2^−(ΔΔCt)^ values were compared between target and calibrator samples, where the changes in crossing threshold (ΔCt) = Ct_Target gene_ − Ct_18S RNA_, and ΔΔCt = ΔCt^control^ − ΔCt^target^.

### Immunohistochemistry

Primary Antibodies: Mouse IgG2a anti-smooth muscle actin (SMA) antibody (1:500, Sigma-Aldrich, St Louis, MO), and mouse IgG1 anti-human Tenascin-C antibody (1:500, IBL-America, Inc. Minneapolis, MN). Secondary antibodies: Alexa Fluor 488 Goat anti-mouse IgG1, Alexa Fluor 594 Goat anti-mouse IgG2a, (1:500, Invitrogen, Carlsbad, CA). Permanent sections were cut at 5μ, and blocked with 5% BSA in phosphate-buffered saline (PBS) for non-specific antigen reactivity following citrate buffer retrieval. Primary and secondary antibodies were diluted in blocking solution and incubated overnight at 4°C and room temperature for 90 minutes, respectively. Slides were extensively washed in PBS and cover-slipped with DAPI (Sigma, St Louis, MO) in Fluoromont G mounting media (Southern Biotech, Birmingham, AL). Images were obtained using an Olympus Provis AX70 microscope (Center Valley, PA) equipped with a digital camera and processed using Image-Pro Plus (Media Cybernetics, Silver Spring, MD).

### Data analysis

Raw data were obtained using the Affymetrix GeneChip Command Console Software (AGCC; Version 1.1) using the MAS5 normalization algorithm to generate .CHP files. The resulting data were processed using the Rosetta Resolver system (version7.2) (Rosetta Biosoftware, Kirkland, WA) and the associated Rosetta error model [4]. In order to identify differentially expressed probes, analysis of variance (ANOVA) was used to determine if there was a statistical difference between the means of groups. Specifically, an error-weighted ANOVA and Benjamini-Hochberg multiple test correction with a p value of 0.01 was performed with the Rosetta Resolver system (Version 7.2). A list of differentially expressed genes (DEGs) was generated using a fold change >2 and a p value less than 0.001. The list of differentially expressed genes from the microarray was used as an input for the curated pathway database, Ingenuity Pathway Analysis (IPA; Ingenuity Systems, Redwood City, CA; www.ingenuity.com). IPA’s Core analysis module used the differentially expressed gene set to enrich for canonical and functional pathways or regulatory connections. Significance values were calculated using a right-tailed Fisher’s exact test to determine if a pathway was overrepresented by calculating whether genes in a specific pathway were enriched within the data set compared to all genes on the array in the same pathway at a p<0.05 cutoff for significance based on IPA threshold recommendations. Only pathways with a p value exceeding threshold and having more than two representative genes in the data set were considered. We also identified the enriched biological processes from our differentially expressed gene set by the DAVID database (Database for Annotation, Visualization and Integrated Discovery; http://davidabcc.ncifcrf.gov) with their functional annotational clustering tool using default settings.

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [5] and are accessible through GEO Series accession number GSE52761 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=ghexiekyhdclpcf&acc=GSE52761).

## Results

### Histopathology

All rats exposed to PD developed foci of bronchial fibrosis, primarily within the larger airways, but sometimes extending more distally to the level of the preterminal bronchioles (Table 1). The bronchial fibrotic lesions were principally of the intraluminal plaque-like or polypoid type, although occasional lesions were confined to the bronchial wall (intramural). The stroma of the fibrosis was loose and myxoid, staining with alcian blue for acid mucopolysaccharides and showing little mature collagen with the Masson trichrome stain (Fig. 2). Bronchial and peribronchial inflammatory infiltrates, composed of histiocytes, lymphocytes, eosinophils, and occasional neutrophils were present in the areas of bronchial fibrosis, as well as in some non-fibrotic areas. Bronchial epithelial ulceration, with fibrin deposits on the surface, was often seen in the larger bronchi, and was sometimes extensive. A variety of bronchial epithelial changes were noted in non-ulcerated airways, including reactive and regenerative epithelial changes and epithelial hyperplasia; epithelial hypertrophy and hyperplasia were also seen in some of the bronchioles. Bronchial-associated lymphoid tissue (BALT) was hyperplastic in some animals, particularly in areas of fibrosis. The lungs of air-exposed control rats were unremarkable, except for occasional foci of perivascular or peribronchial eosinophils and mononuclear cells.

**Fig 2:**
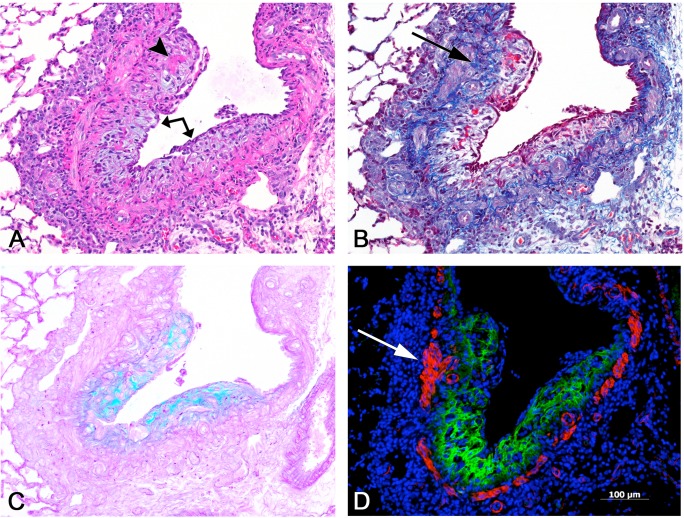
Bronchial fibrosis, intraluminal. Serial sections of a fibrotic bronchus. **A)** A plaque-like proliferation of loose, myxoid, amphophilic connective tissue (arrow) projects into and partially obstructs the lumen of this bronchial branch. The fibrotic lesion is covered by an attenuated, regenerating epithelium, and contains focal deposits of eosinophilic fibrin (arrowhead). A mononuclear cell infiltrate is present in the adventitia. H&E. **B)** The fibrosis is largely devoid of mature collagen, except in the deeper portions of the lesion adjacent to the smooth muscle (arrow). Masson trichrome stain. **C)** The loose, organizing character of the lesion is highlighted by the blue-green web-like reticular pattern demonstrated by the alcian blue stain, indicative of the presence of acidic mucopolysaccharides. **D)** Immunofluorescent stains were used to visualize tenascin C and smooth muscle actin. Extensive deposition of tenascin C (in green) is noted throughout much of the fibrotic lesion. The muscle layer of the bronchial wall is demonstrated in red by the smooth muscle actin antibody; focally, the muscular wall appears to be thickened (arrow). All images, 10X original objective magnification.

**Table 1:** Incidence and Severity of Bronchial Lesions in Rats Exposed to 2,3-Pentanedione.

Bronchial Lesion	0 ppm	200 ppm
Fibrosis	0/6^a^	5/5 (2.0)^b^
Epithelial ulceration	0/6	5/5 (1.6)^c^
Epithelial regeneration	0/6	5/5 (1.8)
Epithelial hyperplasia	0/6	5/5 (1.4)
Inflammation	2/6 (1.0)	5/5 (2.6)

^a^ Incidence of lesion / number of animals examined.

^b^ Fibrosis score (see Materials and Methods).

^c^ Severity score based upon both local severity and the extent of the lesion, using a standard

4 point scale of 1+ = minimal, 2+ = mild, 3+ = moderate, and 4+ = marked.

### Principal Component Analysis

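Bronchial tissue was captured by laser from frozen lung sections of rats that had inhaled 200 ppm PD or filtered air for 6 hours a day on 12 days. The arrays analysed here comprise 6 air-exposed controls (replicates 1 to 6), 3 fibrotic specimens (replicates 3, 7 and 9) and 3 non-fibrotic specimens (replicates 4, 8 and 10). The methods describe fibrotic bronchi of 5 PD-exposed rats and non-fibrotic bronchi of 3 of them, while Fig. 3 shows 3 fibrotic and 5 non-fibrotic points. Fibrotic specimens were described as intraluminal polyps or plaques with the underlying wall, and the control and non-fibrotic specimens as bronchi with their lining epithelium and the wall beneath it. Fibrotic and non-fibrotic tissue came in part from the same rats. The sample labels do not say which specimens share a rat, so p-values between these groups do not allow for shared rats. Amplified RNA was hybridized to Affymetrix rat expression arrays. Each value is the MAS5 signal of a probe set, a measure of transcript abundance in arbitrary units. The authors had scaled the arrays to a common trimmed mean signal. Rosetta Resolver's error model, which the methods apply next, is not in these values. Signals were taken to log2 with no further scaling, and the 31042 probe sets other than Affymetrix controls were tested in one model of the 3 groups with limma. The spread between arrays is shared among genes of like signal by limma's moderation. A probe set was called a DEG at a Benjamini-Hochberg adjusted p under 0.01, the level that the methods give for their correction. Where a gene had several probe sets, the one with the highest mean signal stands for it. Bacterial transcripts absent from the samples reached a log2 signal of 6.52. Where every array of a group lay under that level, the fold change is given as a lower bound measured from it. Where the group's mean but not every array did, the change with arrays under the level set to it follows. The number of arrays limits the precision. Controls 1 and 2 differed from controls 3 to 6 in the poly-A control transcripts that are added during labelling, with a mean log2 signal of 2.32 against 10.35, and the exposed arrays had 10.07. The ratio of the 3′ to the 5′ GAPDH signal, a sign of RNA length, was 1.60 and 0.78 on the log2 scale in these sets of controls and 2.03 in the exposed arrays.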

Principal Component Analysis (PCA) was performed on all samples and all probes to reduce the dimensionality of the data while preserving the variation in the data set (Fig. 3). 

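Fibrotic bronchi lay at one end of the first principal component, with scores of 139 to 164 over 3 arrays, and the 6 control bronchi at the other, with scores of -116 to -30.1. Non-fibrotic bronchi lay between them, from -26.8 to 55.3. The second component parted the non-fibrotic bronchi (-179.9 to -44.9) from the fibrotic bronchi (-9.12 to 77.1) and the controls (7.31 to 54.3). These components held 27.6% and 17.6% of the variance over 31042 probe sets. Over all probe sets, the ratio of variation between the 3 groups to variation within them (pseudo-F) was 3.18, the highest of 18480 splits of the arrays into groups of these sizes (exact permutation test, p = 0.000108, the smallest these arrays allow). Fibrotic bronchi differed from controls with a pseudo-F of 4.48, and non-fibrotic bronchi with 2.84 (exact permutation tests, p = 0.0119 for each, the smallest of 84 splits). Between fibrotic and non-fibrotic bronchi, which came in part from the same rats, the pseudo-F was 2.11, the highest of 10 splits (exact permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). Controls 1 and 2 also stood apart from controls 3 to 6 (pseudo-F 2.51, exact permutation test, p = 0.0667, the smallest of 15 splits). 

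**Figure D1:**
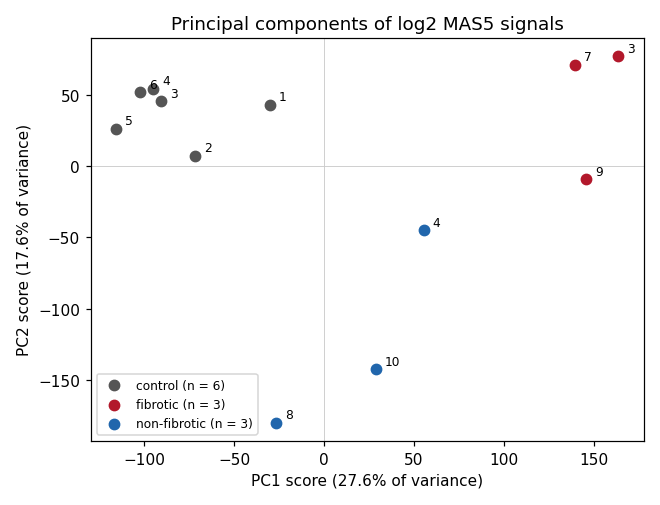
Scores of the 12 arrays on the first (horizontal, 27.6% of the variance) and second (vertical, 17.6%) principal component of log2 MAS5 signals, numbered by replicate. Fibrotic bronchi lie to the right of 139, control bronchi to the left of -30.1.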

The PCA indicates that although there is some variability within groups, the samples separate by treatment (air or PD), and sample type (PD-exposed fibrotic; PD-exposed nonfibrotic; air-exposed nonfibrotic).

**Fig 3:**
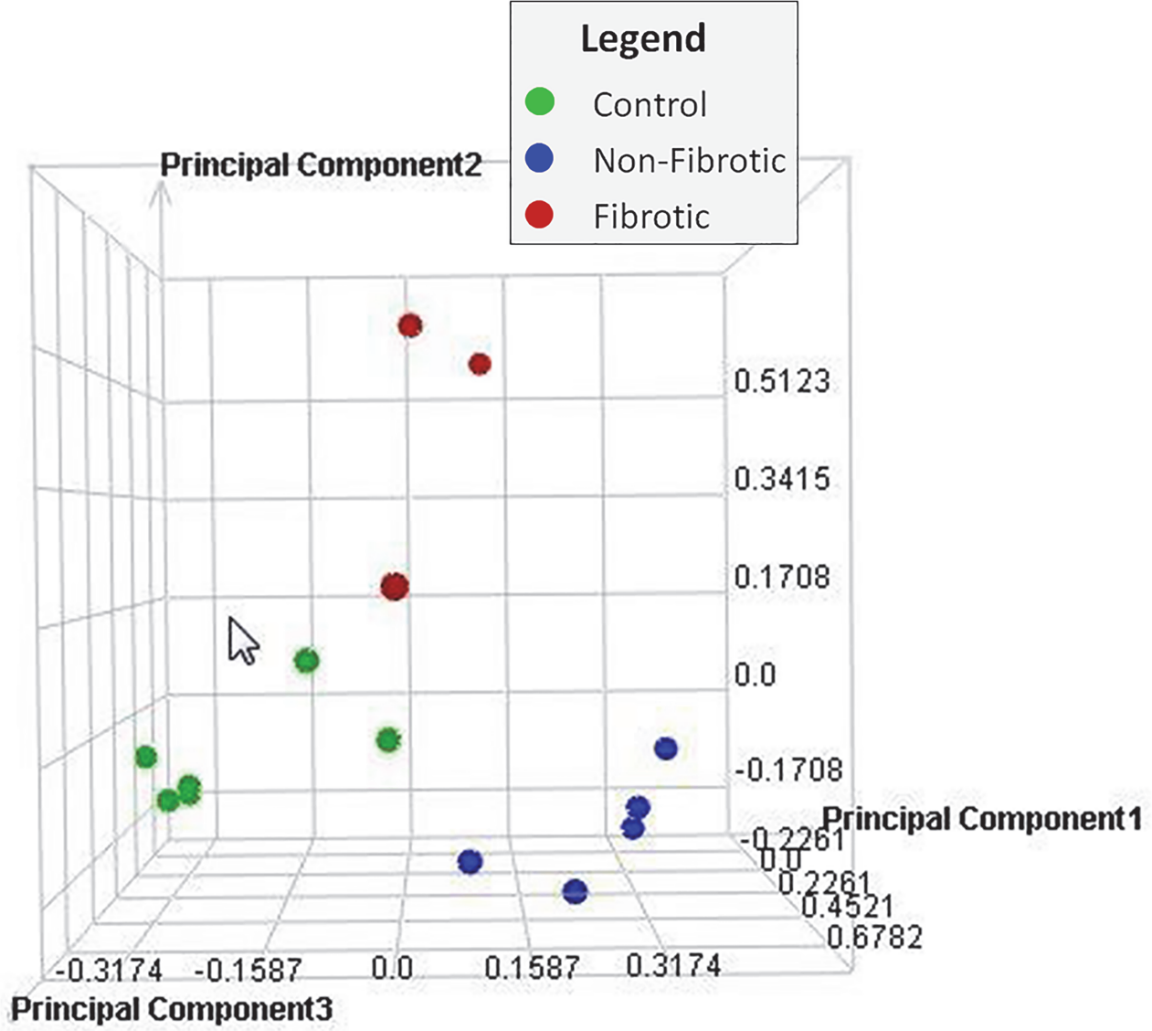
Principal component analysis. Principal Component Analysis (PCA) was performed on all samples and all probes to reduce the dimensionality of the data while preserving the variation in the data set. The PCA indicates that although there is some variability within groups, the samples separate by treatment (air or PD) and sample type (PD-exposed fibrotic; PD-exposed nonfibrotic; air-exposed nonfibrotic).

### Altered Gene Expression in Fibrotic Bronchi of Exposed Rats

In microdissected samples from fibrotic bronchi, 3807 total genes were significantly (p<0.001) altered relative to bronchial samples from control animals. 

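Scgb3a1, a secretoglobin of airway secretory cells, had a log2 signal of 12.70 ± 1.88 (SD, n = 6) in controls and 2.00 ± 1.27 (SD, n = 3) in fibrotic bronchi, and was at least 72.7-fold lower (adjusted p = 7.8e-07). Cyp2a3, a cytochrome P450 of the airways, was at least 100.2-fold lower (adjusted p = 4.3e-06). Foxj1, the transcription factor that directs the formation of motile cilia and was named here after its values were seen, fell from 12.35 ± 0.32 (SD, n = 6) to 7.64 ± 0.81 (SD, n = 3) (log2 fold change -4.72, standard error 0.30, adjusted p = 6.3e-08). Among the genes that rose, Krt6c, a keratin of stratified epithelium, was at least 13.1-fold higher (adjusted p = 2.7e-05). Areg, a ligand of the epidermal growth factor receptor, was at least 5.43-fold higher (adjusted p = 1.2e-04), and Fst, which binds activins, rose with a log2 fold change of 5.83 (4.50 with arrays under the level of absent transcripts set to it; adjusted p = 7.7e-04). In all, 927 probe sets rose and 1987 fell, 2914 of 31042, and 5541 had an adjusted p under 0.05. The count was 1718 without fibrotic replicate 3, 1860 without fibrotic replicate 7 and 408 against controls 1 and 2 alone, where all 2914 kept their sign. It was 4863 with array quality weights and 1820 with a random block for the sets of arrays, added after the data had been seen. Fst lost its call with controls 1 and 2 alone, and over the alternatives the adjusted p ranged from 1.0e-05 to 0.0148.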

Functional clustering in the DAVID database enriched for 298 total clusters (S1 Table) of which the top scoring clusters represented vascular development, extracellular matrix, microtubule cytoskeleton, cell adhesion and response to organic substances (Fig. 4A). 

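Of 46 marker genes of ciliated cells, whose motile cilia are built on microtubules, 45 fell in fibrotic bronchi and none rose (46 fell adjusted over the list alone). Their median log2 fold change was -4.37 (-3.92 with genes at the background at their bound), and Dnah1, a dynein of the cilium, fell with -5.68, or -5.16 with arrays under the level of absent transcripts set to it (standard error 0.30, adjusted p = 1.4e-08). Of 23 markers of club cells, the secretory cells of the small airways, 17 fell and none rose (17 adjusted over the list alone), with a median of -3.80 (-3.47 with genes at the background at their bound). Some club cell markers, among them Sec14l3 and Pon1, are genes of Table 2, which the study chose on these samples. The count and test of the club cell list are therefore not fully independent evidence. The ciliated list as a whole fell against all other genes (camera, adjusted p = 1.4e-44, and adjusted p = 0.134 with an estimated correlation, in a range of 5.6e-52 to 0.134 over the alternatives), as did the club cell list (camera, adjusted p = 1.7e-14, and adjusted p = 0.125 with an estimated correlation, in a range of 5.1e-20 to 0.125 over the alternatives). Among 37 angiogenic factors and receptors, 8 rose and 1 fell (9 and 1 adjusted over the list alone). Epas1, a hypoxia-inducible factor of endothelium, fell with -1.80 (adjusted p = 2.0e-05), and Angptl4, an angiopoietin-like protein, rose with 4.76 (adjusted p = 1.1e-04). The median of this list was 1.09 (0.96 with genes at the background at their bound) (camera, adjusted p = 3.3e-04, and adjusted p = 0.651 with an estimated correlation, in a range of 4.6e-05 to 0.651 over the alternatives). Of 31 endothelial cell markers, 4 rose and 1 fell (4 and 1 adjusted over the list alone), with Apln, a vascular peptide, at least 3.45-fold higher (adjusted p = 3.8e-04) and Icam2 at -2.03 (adjusted p = 1.1e-04). Their median was 0.92 (camera, adjusted p = 0.036, and adjusted p = 0.668 with an estimated correlation, in a range of 0.00185 to 0.668 over the alternatives). That endothelial call was lost without control replicate 2 and without fibrotic replicate 7, and with fry, with controls 3 to 6 alone and with the mean of probe sets. Of 26 integrins, the receptors that anchor cells to the matrix, 4 rose and none fell (5 and 0 adjusted over the list alone), among them Itgb1 with 1.18 (adjusted p = 1.2e-04). The integrins had a median of 0.69 (camera, adjusted p = 0.0124, and adjusted p = 0.651 with an estimated correlation, in a range of 0.00511 to 0.651 over the alternatives), and their call was lost with controls 1 and 2 alone. Markers of macrophages moved with these groups: 14 of 26 rose and none fell (19 adjusted over the list alone). The macrophage list had a median of 2.61 (camera, adjusted p = 3.4e-09, and adjusted p = 0.651 with an estimated correlation, in a range of 2.3e-11 to 0.651 over the alternatives). Angptl4, Apln, Icam2 and Itgb1 lost their calls with controls 1 and 2 alone, and over the alternatives the adjusted p ranged from 3.6e-05 to 0.0145, 1.4e-04 to 0.0154, 3.0e-05 to 0.038 and 4.3e-05 to 0.0196, respectively. 

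**Figure D2:**
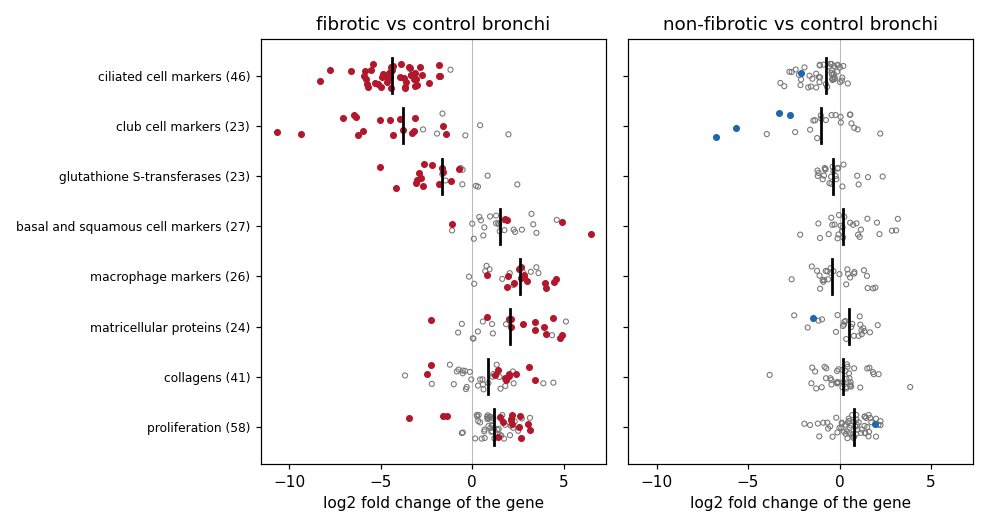
Log2 fold change of each gene (horizontal) of 8 gene lists in fibrotic (left) and non-fibrotic (right) bronchi against control, with the number of genes of each list in brackets. Filled points passed the test and bars mark medians, which in fibrotic bronchi run from -4.37 for ciliated cell markers to 2.61 for macrophage markers.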

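The increases in fibrotic airways included Nkain1, a partner of the sodium pump (log2 fold change 5.22, or 4.25 with arrays under the level of absent transcripts set to it, standard error 0.89, adjusted p = 7.0e-04), and Bcat1, which breaks down branched-chain amino acids, at 4.83 (adjusted p = 7.4e-06). Sec14l3, a lipid-binding protein of airway epithelium, fell from 13.13 ± 0.16 (SD, n = 6) to 6.03 ± 1.23 (SD, n = 3) (log2 fold change -7.09, or -6.39 with arrays under the level of absent transcripts set to it, standard error 0.42, adjusted p = 2.7e-08). Pon1, an esterase that breaks down lactones and organophosphates, was at least 15.3-fold lower (adjusted p = 5.3e-07). Gpr155 fell with a log2 fold change of -5.51 (adjusted p = 1.3e-07), and Slc15a2, a peptide transporter, was at least 13.3-fold lower (adjusted p = 1.8e-06). Of the 26 genes of Table 2 measured by a probe set of their own, 12 rose and 12 fell (14 and 12 adjusted over the list alone). The study chose these genes on the same samples, so the counts are not independent evidence of their direction. Markers of club cells, among them Sec14l3 and Pon1, fell in the same arrays as the 12 decreases of this list. Nkain1 lost its call with controls 1 and 2 alone, and over the alternatives the adjusted p ranged from 7.8e-06 to 0.0368. Bcat1, Sec14l3, Pon1, Gpr155 and Slc15a2 kept their calls under every alternative run with the same probe set. For Pon1 the probe set of second highest signal, chosen after the values were seen, had a log2 fold change of 0.80 (adjusted p = 0.458).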

Genes with the greatest changes in expression (up- or down-regulated) in fibrotic airways are shown in Table 2. Only genes with changes ≥2 fold compared to controls were considered to be biologically significant.

**Fig 4:**
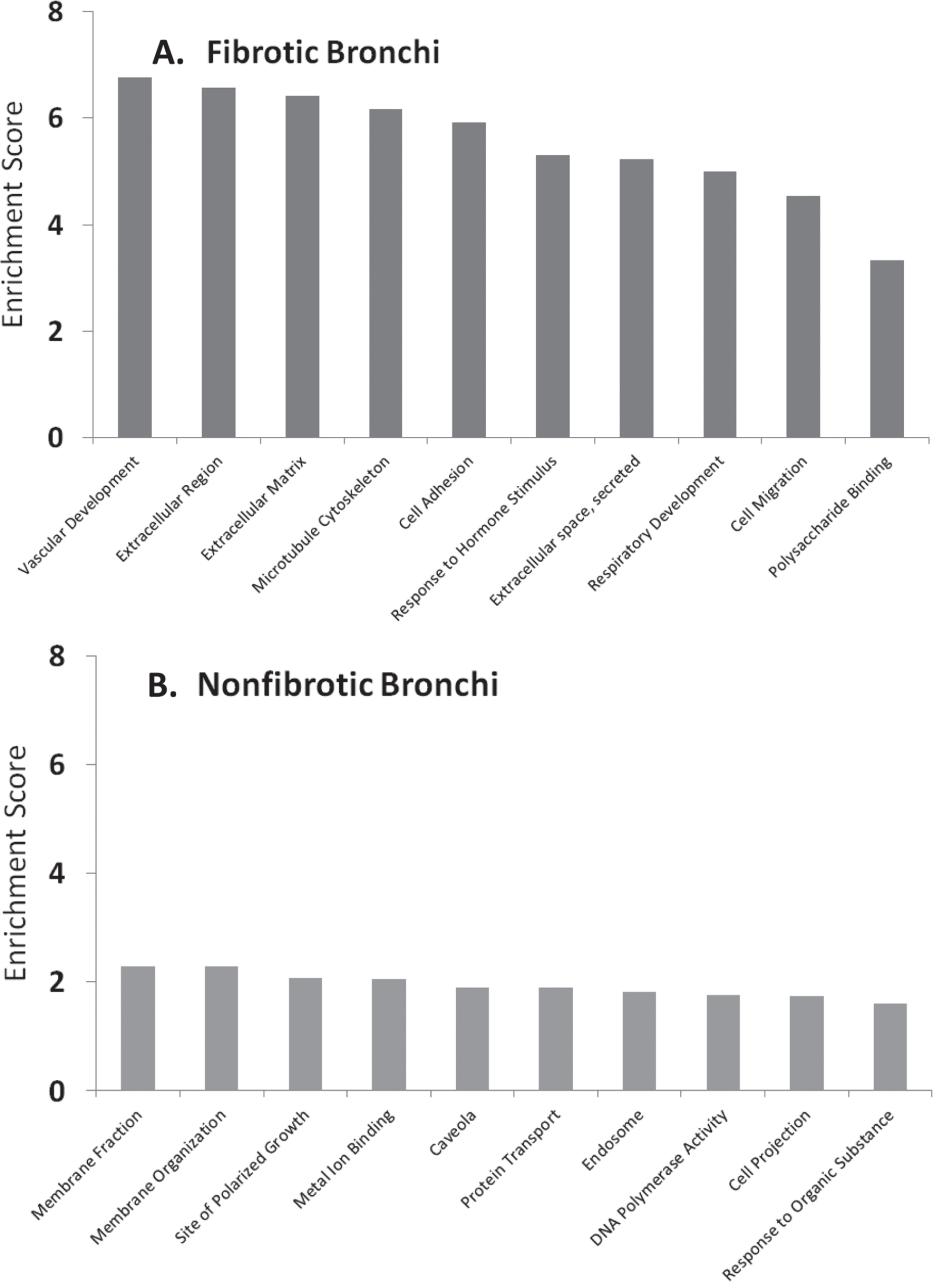
Enriched biological processes. Differentially expressed transcripts from fibrotic bronchi (A) or exposed, non-fibrotic bronchi (B) were enriched for biological processes and cellular functions using the DAVID functional annotation tool. The combined enrichment score is shown on the y-axis for each of the top ten biological categories on the x-axis.

**Table 2:** Fibrotic Bronchi: Major Changes in Gene Expression.

Gene	Gene Description	Fold Increase^a^
Nkain1	Na+/K+ transporting ATPase interacting 1	29.7
Spp1	secreted phosphoprotein 1	29.6
Crabp2	cellular retinoic acid binding protein 2	27.6
Cma1	chymase 1, mast cell	19.2
Lamb3	Laminin, beta 3	18.9
Plau	plasminogen activator, urokinase	18.3
Thbs2	Thrombospondin 2	17.4
Tmem178	Transmembrane protein 178	16.6
Tgm1	transglutaminase 1, K polypeptide	16.4
Bcat1	Branched chain aminotransferase 1, cytosolic	15.7
Plaur	urokinase plasminogen activator receptor	15.4
Serpine1	serpin peptidase inhibitor, clade E, member 1	15.0
Angptl4	Angiopoietin-like 4	14.6
Inhba	inhibin beta-A	14.2
Wisp1	WNT1 inducible signaling pathway protein 1	13.4
		**Fold Decrease** ^**a**^
Sec14l3	SEC14-like 3 (S. cerevisiae)	-90.4
Pon1	Paraoxonase 1	-40.0
Fmo2	Flavin containing monooxygenase 2	-34.9
Ces1d	carboxylesterase 1D	-33.7
Cyp4b1	cytochrome P450, family 4, subfamily b, polypeptide 1	-29.6
Gsta5	Glutathione S-transferase Yc2 subunit	-25.1
Gpr155	G protein-coupled receptor 155	-23.7
Slc15a2	solute carrier family 15 (H+/peptide transporter), member 2	-23.3
Cyp2f4	cytochrome P450, family 2, subfamily f, polypeptide 4	-21.0
Klhl38	Kelch-like 38 (Drosophila)	-20.9
S100a1	S100 calcium binding protein A1	-20.5
Cyp2b1	Cytochrome P450, family 2, subfamily b, polypeptide 1	-20.0
Cdh29	Cadherin-like 29	-20.0
T2	Brachyury 2	-19.1
Hap1	Huntington-associated protein 1	-17.9

^a^Fold change relative to air-exposed controls

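Il1a, an alarmin released by damaged cells, and Areg were among the cytokine and growth factor genes that rose in fibrotic airways. Of 51 interleukins and their receptors, 7 rose and none fell (7 and 1 adjusted over the list alone), among them Il17ra, a receptor of interleukin 17, with 1.59 (adjusted p = 8.2e-04). Their median log2 fold change was 0.81 (0.74 with genes at the background at their bound) (camera, adjusted p = 0.00216, and adjusted p = 0.651 with an estimated correlation, in a range of 0.00148 to 0.651 over the alternatives). Among 31 chemokines, 2 rose and 2 fell (2 and 2 adjusted over the list alone), with a median of 1.23 (1.09 with genes at the background at their bound) (camera, adjusted p = 0.172). Of 16 chemokine receptors, Ccr2, the monocyte receptor, rose with 2.96 (adjusted p = 3.4e-04) and 1 receptor fell (3 rose and 1 fell adjusted over the list alone). The receptors had a median of 1.31 (1.02 with genes at the background at their bound) (camera, adjusted p = 0.0358, and adjusted p = 0.651 with an estimated correlation, in a range of 0.0156 to 0.651 over the alternatives). Macrophage markers moved with the interleukin and chemokine receptor lists, with a median of 2.61. Among 21 genes of TNF and its receptors, 1 rose and 1 fell, Tnfrsf19, at least 2.12-fold lower (adjusted p = 3.2e-04) (1 and 1 adjusted over the list alone; camera, adjusted p = 0.141). Of 50 growth factors and their receptors, 8 rose and 3 fell (12 and 6 adjusted over the list alone), and Fgfr3 and Fgfr2, receptors of fibroblast growth factors, were among those that fell, with -2.21 (adjusted p = 3.9e-05) and -2.95 (adjusted p = 2.4e-04). The growth factor list had a median of 0.64 (0.58 with genes at the background at their bound) (camera, adjusted p = 0.14). Of 27 genes of Table S2, which the study chose on these samples and which are not independent evidence, 17 rose and 5 fell (20 and 5 adjusted over the list alone). The median of that table was 2.41 (camera, adjusted p = 1.8e-05, and adjusted p = 0.651 with an estimated correlation, in a range of 2.2e-06 to 0.651 over the alternatives). The call of the interleukin list was lost with controls 1 and 2 alone, and that of the chemokine receptors also without fibrotic replicate 3 and without fibrotic replicate 9. Il17ra, Ccr2, Tnfrsf19, Fgfr3 and Fgfr2 lost their calls with controls 1 and 2 alone, and over the alternatives the adjusted p ranged from 1.5e-04 to 0.08, 1.4e-04 to 0.0194, 5.2e-05 to 0.0494, 1.3e-05 to 0.0147 and 3.3e-06 to 0.0409, respectively.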

Differentially expressed genes (DEGs) for a number of cytokines and growth factors were significantly altered in the fibrotic airways (S2 Table). Several Tgf-β associated genes were significantly up-regulated. 

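Inhba, which encodes the activin A subunit of the Tgf-β superfamily, rose from a log2 signal of 7.80 ± 0.36 (SD, n = 6) in controls to 12.27 ± 0.21 (SD, n = 3) in fibrotic bronchi (log2 fold change 4.47, standard error 0.62, adjusted p = 1.0e-04). Tgfbr1, the signalling receptor of Tgf-β, rose with a log2 fold change of 1.42 (adjusted p = 5.0e-04). Fstl1, a secreted follistatin-like protein, rose with 2.11 (adjusted p = 3.7e-04). Inhbb, the subunit of activin B, fell with -1.60 (adjusted p = 7.6e-05). Of 37 Tgf-β ligands, receptors and regulators, 7 rose and 4 fell (9 and 5 adjusted over the list alone), and the list as a whole did not pass its test (median 0.52; camera, adjusted p = 0.105). Inhba, Fstl1, Tgfbr1 and Inhbb lost their calls with controls 1 and 2 alone, and over the alternatives the adjusted p ranged from 2.4e-07 to 0.0149, 3.6e-06 to 0.0415, 3.3e-04 to 0.0183 and 4.1e-05 to 0.036, respectively.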

The Tgf-β2 isoform was up-regulated approximately 5-fold. 

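Tgfb2, which encodes the Tgf-β2 ligand, had a log2 signal of 8.33 ± 0.43 (SD, n = 6) in controls, 9.91 ± 0.20 (SD, n = 3) in fibrotic bronchi and 9.07 ± 0.05 (SD, n = 3) in non-fibrotic bronchi. It rose in fibrotic bronchi, 2.99-fold on the signal scale (log2 fold change 1.58, standard error 0.29, adjusted p = 0.00128 from limma). Against non-fibrotic bronchi the log2 difference was 0.84 (standard error 0.34, adjusted p = 0.142). Tgfb2 lost its call with controls 1 and 2 alone and without fibrotic replicate 7 (0.0108), and over the alternatives the adjusted p ranged from 3.0e-04 to 0.103. The paper proposes from its results that pathways through Tgf-β2 may be important in PD-induced bronchial fibrosis.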

A number of interleukins (Il-1α, Il-18, Il-24, Il-33), chemokines (CX3cr1, Cxcr4), and growth factors (Tnfaip6, Ctgf, Egr2, Hbegf, Igfbp4, Ngf, Fn1, Thbs2, and Inhba) were significantly upregulated. 

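Il1a was at least 7.63-fold higher in fibrotic airways (adjusted p = 8.2e-05). Tnfaip6, which modifies hyaluronan in inflamed tissue, was at least 10.6-fold higher (adjusted p = 3.9e-05). Ccn2, the current symbol of Ctgf, rose with a log2 fold change of 2.80 (adjusted p = 0.00235), and the transcription factor Egr2 with 4.11 (adjusted p = 1.0e-04). Igfbp4, a binding protein of insulin-like growth factors, rose with 2.86 (adjusted p = 6.8e-04). Fn1, fibronectin, rose from 8.15 ± 0.78 (SD, n = 6) to 12.94 ± 0.26 (SD, n = 3) (log2 fold change 4.79, standard error 0.62, adjusted p = 6.0e-05). Thbs2, a thrombospondin, was at least 13.2-fold higher (adjusted p = 3.0e-05). The receptors Cxcr4 and Cx3cr1 did not pass the test, with 2.27 (adjusted p = 0.0174) and 2.37 (adjusted p = 0.0864). Il1a, Igfbp4 and Fn1 lost their calls with controls 1 and 2 alone, and over the alternatives the adjusted p ranged from 2.0e-05 to 0.0133, 3.3e-05 to 0.0565 and 4.7e-06 to 0.016, respectively. Ccn2 lost its call with controls 1 and 2 alone and without any one of fibrotic replicates 3, 7 and 9 (0.0109 to 0.016), and over the alternatives the adjusted p ranged from 1.8e-04 to 0.102.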

A large number of genes coding for extracellular matrix (ECM) components were highly up-regulated in fibrotic airways (S3 Table). 

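Of 19 genes of collagen processing and cross-linking, 4 rose and none fell in fibrotic airways (6 and 0 adjusted over the list alone). The median of this list was 1.02 (camera, adjusted p = 0.00198, and adjusted p = 0.651 with an estimated correlation, in a range of 9.5e-05 to 0.651 over the alternatives). The genes that rose included Cthrc1, a secreted protein of repairing tissue, with 4.08 (adjusted p = 4.0e-04), Plod2, which hydroxylates collagen lysines, with 3.12 (adjusted p = 6.3e-04), and Pcolce, which aids procollagen cleavage, with 1.83 (adjusted p = 0.00154). Of 27 genes of hyaluronan and proteoglycans, 7 rose and 1 fell (8 and 1 adjusted over the list alone). Their median was 0.97 (camera, adjusted p = 0.00735, and adjusted p = 0.666 with an estimated correlation, in a range of 0.0017 to 0.666 over the alternatives). Biglycan (Bgn) rose with 1.63 (adjusted p = 1.2e-04) and versican (Vcan) with 2.09 (adjusted p = 1.6e-04). Of 26 fibroblast markers, 11 rose and none fell (15 and 0 adjusted over the list alone). Fibroblast markers had a median of 1.45 (1.35 with genes at the background at their bound) (camera, adjusted p = 1.1e-05, and adjusted p = 0.651 with an estimated correlation, in a range of 3.2e-06 to 0.651 over the alternatives). Lumican (Lum) rose with 4.45 (adjusted p = 3.6e-04). Smooth muscle markers had a median of -0.06, with 1 of 27 up and 2 down (the same adjusted over the list alone), and after median centring this median was 0.00. Of 25 genes of Table S3, which the study chose on these samples and which are not independent evidence, 18 rose and 2 fell (22 and 2 adjusted over the list alone). The median of these genes was 2.39 (camera, adjusted p = 6.3e-10, and adjusted p = 0.651 with an estimated correlation, in a range of 2.0e-11 to 0.651 over the alternatives). Cthrc1, Vcan and Lum lost their calls with controls 1 and 2 alone, and over the alternatives the adjusted p ranged from 5.8e-05 to 0.0259, 7.3e-05 to 0.0185 and 1.1e-04 to 0.0145, respectively. Pcolce lost its call with controls 1 and 2 alone and without any one of fibrotic replicates 7 and 9 (0.0118 to 0.0148), and over the alternatives the adjusted p ranged from 4.3e-04 to 0.0148.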

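Col5a2, a chain of the type V collagen that regulates fibril width, rose from a log2 signal of 10.22 ± 0.26 (SD, n = 6) in controls to 12.25 ± 0.52 (SD, n = 3) in fibrotic airways (log2 fold change 2.02, standard error 0.24, adjusted p = 3.0e-05). Its partner chain Col5a1 rose with a log2 fold change of 2.03 (adjusted p = 1.1e-04), and Col6a2, a chain of microfibrillar type VI collagen, with 1.79 (adjusted p = 1.3e-04). Col13a1, a transmembrane collagen, fell from 9.12 ± 0.34 (SD, n = 6) to 6.62 ± 0.45 (SD, n = 3) (log2 fold change -2.50, standard error 0.36, adjusted p = 1.7e-04). Of 41 collagen genes measured, 9 rose and 2 fell (14 and 3 adjusted over the list alone), the other decrease being Col4a5 with -2.28 (adjusted p = 7.4e-04), a gene named here after its values were seen. Chains of the abundant fibrillar collagens, Col1a1 and Col3a1, named after their values were seen, had 0.88 (adjusted p = 0.0115) and 0.58 (adjusted p = 0.0254). The median of the list was 0.88 (0.61 with genes at the background at their bound) (camera, adjusted p = 0.0126, and adjusted p = 0.666 with an estimated correlation, in a range of 0.00279 to 0.666 over the alternatives), and its call was lost without fibrotic replicate 9. Col5a1, Col6a2, Col13a1 and Col4a5 lost their calls with controls 1 and 2 alone, and over the alternatives the adjusted p ranged from 4.1e-05 to 0.011, 5.8e-05 to 0.0249, 7.6e-05 to 0.0703 and 3.9e-05 to 0.154, respectively.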

Twelve different collagen and procollagen genes were differentially up-regulated from 2- to 13-fold; only Col13a1 was significantly down-regulated (10-fold). In addition, genes for Has2 and Lox, enzymes involved in the synthesis of ECM components, were significantly up-regulated, 13- and 3-fold, respectively.

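Has2, hyaluronan synthase 2, rose from a log2 signal of 5.66 ± 0.62 (SD, n = 6) in controls to 10.46 ± 1.05 (SD, n = 3) in fibrotic airways (log2 fold change 4.81, or 3.92 with arrays under the level of absent transcripts set to it, standard error 0.59, adjusted p = 3.9e-05). In non-fibrotic bronchi its adjusted p against control was 0.125, and the difference between fibrotic and non-fibrotic bronchi was 3.30 (adjusted p = 0.00656). The Has2 signal was 8.68 in non-fibrotic replicate 4 and 6.27 and 6.54 in replicates 8 and 10, so replicate 4 lowered this difference. Lox, lysyl oxidase, which cross-links collagen and elastin, had 9.59 ± 0.61 (SD, n = 6) in controls and 11.98 ± 0.48 (SD, n = 3) in fibrotic airways, 5.23-fold on the signal scale. It did not pass the threshold of 0.01 (log2 fold change 2.39, standard error 0.64, adjusted p = 0.0156), and 1 control array, replicate 1, lay apart from the other controls for this gene. 

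**Figure D3:**
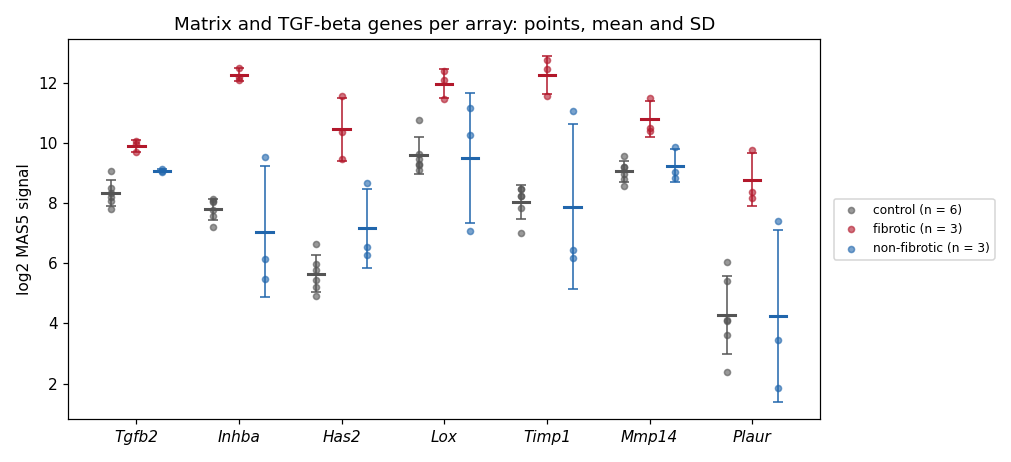
Log2 MAS5 signal (vertical) of 7 genes in each control (n = 6), fibrotic (n = 3) and non-fibrotic (n = 3) array, with the mean and SD of each group. In fibrotic bronchi Has2 had a mean of 10.46 and Inhba of 12.27.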

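The largest decrease among the protease genes of Table S4 was that of Adam8, a metalloproteinase known from leukocytes, which fell from a log2 signal of 12.94 ± 0.25 (SD, n = 6) in controls to 8.82 ± 0.40 (SD, n = 3) in fibrotic airways (log2 fold change -4.11, standard error 0.21, adjusted p = 9.8e-09). Its probe set of second highest signal, chosen after the values were seen, had a log2 fold change of 0.04 (adjusted p = 0.978). Tissue plasminogen activator, Plat, rose with 2.67 (adjusted p = 5.2e-04). Of the 16 genes of this table with a probe set of their own, 8 rose and 2 fell (12 and 2 adjusted over the list alone), with a median of 1.44 (camera, adjusted p = 0.00182, and adjusted p = 0.651 with an estimated correlation, in a range of 3.8e-04 to 0.651 over the alternatives). The study chose these genes on the same samples, and their direction is not independent evidence. Plat lost its call with controls 1 and 2 alone, and over the alternatives the adjusted p ranged from 9.2e-05 to 0.0336.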

Gene expression was significantly altered for a number of proteases and protease inhibitors involved in ECM turnover and airway remodeling (S4 Table). Proteases belonging to the Adam, Mmp, and activated kinase gene families were primarily up-regulated in fibrotic bronchi. 

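Adamts4, an enzyme that cleaves aggrecan and versican, rose in fibrotic bronchi with a log2 fold change of 4.43 (standard error 0.72, adjusted p = 4.6e-04). Mmp15, a membrane-bound member, fell with -2.35 (adjusted p = 0.00148). Of 28 Adam and Adamts genes, 4 rose and 2 fell (6 and 2 adjusted over the list alone), and of 17 matrix metalloproteinases, 3 rose and 1 fell (4 and 1 adjusted over the list alone). Neither list passed its test (camera, adjusted p = 0.0524, median 1.07, and adjusted p = 0.0635, median 1.06 (0.91 with genes at the background at their bound)). Adamts4 lost its call with controls 1 and 2 alone, and over the alternatives the adjusted p ranged from 6.1e-05 to 0.0442. Mmp15 lost its call with controls 1 and 2 alone and without any one of fibrotic replicates 3 and 9 (0.0114 to 0.0133), and over the alternatives the adjusted p ranged from 1.1e-04 to 0.162.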

Plau was the most highly up-regulated protease (18-fold) and its receptor (Plaur) was upregulated 15-fold. 

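Plau, urokinase, which turns plasminogen into plasmin, rose from a log2 signal of 8.88 ± 0.66 (SD, n = 6) in controls to 12.80 ± 0.04 (SD, n = 3) in fibrotic bronchi (log2 fold change 3.92, standard error 0.47, adjusted p = 3.0e-05). Its receptor Plaur was at least 4.79-fold higher (adjusted p = 0.0066), since every control array lay under the level that absent transcripts reached. Of 16 genes of the plasminogen system, 6 rose and none fell (8 and 0 adjusted over the list alone), among them Tfpi2, a Kunitz-type inhibitor, at least 3.26-fold higher (adjusted p = 8.9e-04). The list median was 1.53 (camera, adjusted p = 0.00166, and adjusted p = 0.651 with an estimated correlation, in a range of 5.4e-04 to 0.651 over the alternatives). Plau kept its call under every alternative run. Tfpi2 lost its call with controls 1 and 2 alone, and over the alternatives the adjusted p ranged from 3.9e-05 to 0.0682. Plaur lost its call with controls 1 and 2 alone, with controls 3 to 6 alone and without any one of control replicates 1, 2, 5 and 6 and fibrotic replicates 3, 7 and 9 (0.0106 to 0.0456), and over the alternatives the adjusted p ranged from 1.6e-04 to 0.0456.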

Mmp 14 and Mmp2 were upregulated 9- and 2-fold, respectively, and Adam19 was significantly up-regulated 7-fold. 

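Mmp14, a membrane-bound protease that activates pro-Mmp2, rose from 9.05 ± 0.35 (SD, n = 6) in controls to 10.80 ± 0.60 (SD, n = 3) in fibrotic bronchi, 3.35-fold on the signal scale (log2 fold change 1.75, standard error 0.32, adjusted p = 0.0012). Adam19, a membrane-bound sheddase, rose with 2.61 (adjusted p = 0.00286). Mmp2, a gelatinase made mainly by mesenchymal cells, had 11.07 ± 0.44 (SD, n = 6) and 11.98 ± 0.34 (SD, n = 3), and did not pass the test (log2 fold change 0.91, standard error 0.31, adjusted p = 0.0556). For Mmp2, control replicate 2 lay apart from the other controls. Mmp14 lost its call with controls 1 and 2 alone and without fibrotic replicate 9 (0.0125), and over the alternatives the adjusted p ranged from 1.6e-04 to 0.0647. Adam19 lost its call with controls 1 and 2 alone and without any one of fibrotic replicates 7 and 9 (0.0181 to 0.021), and over the alternatives the adjusted p ranged from 4.8e-04 to 0.132.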

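Serpinh1, the collagen chaperone HSP47 and not a protease inhibitor, was the member of the serpin family that rose in fibrotic lesions, from 11.01 ± 0.21 (SD, n = 6) to 12.50 ± 0.22 (SD, n = 3) (log2 fold change 1.49, standard error 0.22, adjusted p = 1.6e-04). The other 32 of 33 serpins measured did not pass the test (1 rose adjusted over the list alone), with a list median of 0.70 (camera, adjusted p = 0.0716). Those with the next smallest p were Serpina3n, an acute-phase inhibitor, at least 4.4-fold higher (adjusted p = 0.0136), Serpinb1a, an inhibitor of neutrophil proteases, with a log2 fold change of 0.69 (adjusted p = 0.0181), and Serpinb9, an inhibitor of granzyme B, with 1.64 (adjusted p = 0.0205). Among the Timps, Timp2 rose with 1.26 (adjusted p = 4.9e-04) and Timp4 was at least 2.75-fold lower (adjusted p = 0.0044). Timp3 had -0.93 (adjusted p = 0.0603). Of the 4 Timps, 2 rose and 1 fell (2 and 1 adjusted over the list alone). Serpinh1 and Timp2 lost their calls with controls 1 and 2 alone, and over the alternatives the adjusted p ranged from 8.6e-05 to 0.0333 and 1.7e-04 to 0.0399, respectively. Timp4 lost its call with controls 1 and 2 alone, with controls 3 to 6 alone and without any one of control replicates 3 and 5 and fibrotic replicate 7 (0.0105 to 0.0298), and over the alternatives the adjusted p ranged from 0.00188 to 0.123.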

A correspondingly large number of serine protease inhibitors (serpins) and tissue inhibitors of Mmps (Timps) were up-regulated in fibrotic lesions. Timp1 and serpine1 were differentially up-regulated 13- and 15-fold, respectively.

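Timp1, a secreted inhibitor of metalloproteinases, rose from a log2 signal of 8.04 ± 0.56 (SD, n = 6) in controls to 12.27 ± 0.63 (SD, n = 3) in fibrotic bronchi (log2 fold change 4.22, standard error 0.78, adjusted p = 0.00126). Non-fibrotic bronchi had 7.89 ± 2.75 (SD, n = 3), and the difference between fibrotic and non-fibrotic bronchi, which came in part from the same rats, was 4.38 (standard error 0.90, adjusted p = 0.00589). Non-fibrotic replicate 4 lay near the fibrotic arrays, with 11.06, while replicates 8 and 10 had 6.16 and 6.44, so replicate 4 lowered this difference. Timp1 lost its call with controls 1 and 2 alone and without any one of fibrotic replicates 3 and 7 (0.01001 to 0.0114), and over the alternatives the adjusted p ranged from 2.5e-06 to 0.0656.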

DEGs for a number of regulatory matricellular proteins were highly up-regulated in fibrotic airways. 

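Of 24 matricellular and related adhesive proteins measured, 12 rose in fibrotic airways and 1 fell (14 and 1 adjusted over the list alone). Spon1, a spondin, rose from a log2 signal of 8.33 ± 0.67 (SD, n = 6) in controls to 11.76 ± 0.66 (SD, n = 3) (log2 fold change 3.43, standard error 0.43, adjusted p = 4.8e-05). Fbn1, fibrillin-1 of the microfibrils, rose with 2.00 (adjusted p = 5.7e-05), and Tgfbi, an adhesive protein induced by Tgf-β, with 2.13 (adjusted p = 9.6e-05). The median log2 fold change of the list was 2.06 (camera, adjusted p = 1.1e-05, and adjusted p = 0.651 with an estimated correlation, in a range of 2.5e-06 to 0.651 over the alternatives). The list holds genes that the paper reports as raised on these samples, among them Spon1, Fbn1 and Tgfbi. Its count and test are therefore not fully independent evidence. Macrophage markers, among which Gpnmb rose with 4.00 (adjusted p = 5.4e-05), moved with this list. Spon1 and Fbn1 lost their calls with controls 1 and 2 alone, and over the alternatives the adjusted p ranged from 1.3e-05 to 0.0113 and 1.2e-05 to 0.0128, respectively.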

Matricellular proteins are non-structural proteins that typically contain binding sites for ECM structural proteins, cell surface receptors, and growth factors. 

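Spp1 (osteopontin) rose from a log2 signal of 6.47 ± 1.00 (SD, n = 6) in controls to 11.36 ± 0.52 (SD, n = 3) in fibrotic airways (log2 fold change 4.89, or 4.50 with arrays under the level of absent transcripts set to it, standard error 0.65, adjusted p = 7.0e-05). Postn (periostin) rose from 8.79 ± 0.83 (SD, n = 6) to 12.69 ± 1.06 (SD, n = 3) (log2 fold change 3.90, standard error 0.60, adjusted p = 2.8e-04), and Tnc (tenascin C) from 9.17 ± 0.97 (SD, n = 6) to 13.23 ± 0.12 (SD, n = 3) (log2 fold change 4.06, standard error 0.78, adjusted p = 0.00175). Tnn (tenascin N) was at least 5.57-fold higher, with every control array under the level that absent transcripts reached, and did not pass the threshold of 0.01 (adjusted p = 0.0119). Spp1 and Postn lost their calls with controls 1 and 2 alone, and over the alternatives the adjusted p ranged from 1.4e-05 to 0.0148 and 8.7e-05 to 0.0215, respectively. Tnc lost its call with controls 1 and 2 alone and without any one of fibrotic replicates 3, 7 and 9 (0.0102 to 0.0108), and over the alternatives the adjusted p ranged from 3.9e-05 to 0.0331.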

Upregulated matricellular genes included TnN (10-fold), TnC (10-fold), periostin (12-fold), thrombospondin2 (17-fold) and Spp1 (29-fold).

### Altered Gene Expression in Non-fibrotic Bronchi of Exposed Rats

Non-fibrotic tissue devoid of OB lesions was collected from bronchi of three of the five exposed animals. These bronchi were either histologically normal or showed minor epithelial change and/or inflammation, but not ulceration or fibrosis. A total of 4683 genes were differentially expressed (p<0.001) in non-fibrotic bronchi relative to air-exposed controls. 

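Scgb3a1, the secretoglobin that was lower in fibrotic bronchi, also fell in non-fibrotic bronchi of PD-exposed rats, from 12.70 ± 1.88 (SD, n = 6) to 5.97 ± 0.96 (SD, n = 3) (log2 fold change -6.73, or -6.08 with arrays under the level of absent transcripts set to it, standard error 0.89, adjusted p = 0.00161). Haptoglobin (Hp), an acute-phase protein that binds haemoglobin and is also made by club cells, fell from 12.13 ± 0.49 (SD, n = 6) to 9.40 ± 0.39 (SD, n = 3) (log2 fold change -2.73, standard error 0.32, adjusted p = 0.00127). Scin, an actin-severing protein, was at least 24.8-fold lower (adjusted p = 0.00145). Cebpa, a transcription factor of lung epithelium, rose from 9.35 ± 0.73 (SD, n = 6) to 12.30 ± 0.36 (SD, n = 3) (log2 fold change 2.95, standard error 0.39, adjusted p = 0.00161). In all, 51 probe sets rose and 111 fell, 162 of 31042, at an adjusted p under 0.01. At other levels, 1811 had an adjusted p under 0.05, of which 874 were higher and 937 lower, and 8206 an unadjusted p under 0.05. The count was 2 with controls 1 and 2 alone, where all 162 kept their sign, and 1016 with controls 3 to 6 alone, of which 546 were higher and 470 lower. With a floor at the 20th percentile 173 were higher and 175 lower, so the excess of decreases did not hold under every alternative. Without control replicate 1 the count was 281 and without controls 3, 4, 5 or 6 in turn it was 42, 52, 86 and 41, and without non-fibrotic replicates 4, 8 or 10 in turn it was 371, 53 and 81. With a random block for the sets of arrays, added after the data had been seen, 7 were higher and 22 lower, 29 in all. Scgb3a1 lost its call without non-fibrotic replicate 10 (0.0116), and over the alternatives the adjusted p ranged from 3.8e-04 to 0.0116. Hp lost its call with controls 1 and 2 alone, and over the alternatives the adjusted p ranged from 3.7e-04 to 0.0966. Cebpa lost its call with controls 1 and 2 alone, with the mean of probe sets and without non-fibrotic replicate 8 (0.0125), and over the alternatives the adjusted p ranged from 2.0e-04 to 0.08.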

A total of only 219 clusters were found in the DAVID database (S5 Table) which showed a different and lower scoring enrichment pattern than fibrotic bronchi. Top scoring pathway enrichments included cell membrane organization, polarized growth, metal and lipoprotein binding, and other generalized responses to chemical exposure (Fig. 4B). 

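Markers of ciliated cells were lower in non-fibrotic bronchi, by a smaller margin than in fibrotic bronchi: 1 of 46 fell and none rose (14 fell adjusted over the list alone). The ciliated list had a median log2 fold change of -0.71 (-0.62 with genes at the background at their bound) (camera, adjusted p = 2.1e-08, and adjusted p = 0.651 with an estimated correlation, in a range of 5.4e-11 to 0.651 over the alternatives). Dnah1 was the one called, with -2.08 (adjusted p = 0.00284), while Foxj1, named after its values were seen, had 0.03 (adjusted p = 0.958). Of 23 club cell markers, 4 fell and none rose (6 and 0 adjusted over the list alone), among them Cyp2a3 with -5.64 (adjusted p = 0.00602). Cyp2a3 is also a gene of Table 3, which the study chose on these samples. Club cell markers had a median of -1.0 (camera, adjusted p = 0.00232, and adjusted p = 0.651 with an estimated correlation, in a range of 8.0e-05 to 0.651 over the alternatives), and the list's call was lost without non-fibrotic replicate 4. Of 58 proliferation genes, 1 rose and none fell (7 and 0 adjusted over the list alone). The median of the proliferation genes was 0.77 (0.65 with genes at the background at their bound) (camera, adjusted p = 9.2e-05, and adjusted p = 0.651 with an estimated correlation, in a range of 9.8e-07 to 0.651 over the alternatives), and the call was Mki67, a marker of dividing cells, with 1.93 (adjusted p = 0.00973). Mki67 lost its call with controls 1 and 2 alone, with the mean of probe sets and without any one of control replicates 2, 3, 4, 5 and 6, fibrotic replicates 3, 7 and 9 and non-fibrotic replicates 4, 8 and 10 (0.0106 to 0.0392), and over the alternatives the adjusted p ranged from 6.3e-04 to 0.249. Dnah1 lost its call with controls 1 and 2 alone and without any one of control replicates 3 and 6 (0.0102 to 0.0117), and over the alternatives the adjusted p ranged from 0.00101 to 0.218. Cyp2a3 lost its call with controls 1 and 2 alone and without any one of control replicates 2, 3, 4 and 6 (0.0108 to 0.0152), and over the alternatives the adjusted p ranged from 5.2e-04 to 0.123. Of 26 markers of alveolar type I cells, the flat cells of the gas exchange surface, 1 rose and none fell (5 and 0 adjusted over the list alone). The type I list had a median of 0.58 (camera, adjusted p = 0.00673, and adjusted p = 0.651 with an estimated correlation, in a range of 9.2e-04 to 0.651 over the alternatives). It holds genes of Table 3, which the study chose on these samples. Without them the median was 0.43, with an interval that spans 0 (95% bootstrap interval -0.22 to 0.96, 23 genes). Genes of mitochondrial oxidative phosphorylation had a median of -0.37 with 0 of 68 called by limma (0 adjusted over the list alone; 4 higher and 23 lower at an unadjusted p under 0.05, and 0 called without moderation). This list passed its test (camera, adjusted p = 6.8e-04, and adjusted p = 0.668 with an estimated correlation, in a range of 4.8e-05 to 0.668 over the alternatives), and this call was lost with controls 1 and 2 alone, with fry and without non-fibrotic replicate 10. Controls 1 and 2 differed from controls 3 to 6 by a median of -0.36 (20 of 68 higher) for this list. Directly against non-fibrotic bronchi, 38 of the 46 ciliated markers and 12 of the 23 club cell markers were lower in fibrotic bronchi (41 and 16 adjusted over the list alone), tissues that came in part from the same rats.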

The top canonical pathways using IPA pathway analysis in the non-fibrotic airways in PD-exposed animals differed significantly from those predicted for fibrotic bronchi, and included MAPK signaling, STAT3 pathway, acute phase response signaling, and B-cell receptor signaling.

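Genes of airway secretory cells were called in both fibrotic and non-fibrotic bronchi, among them Scgb3a1, Cyp2a3 and Hp, which fell in both. Cebpa rose in both and, named for fibrotic bronchi after its values were seen, had 2.39 (adjusted p = 4.7e-04) there. Of the probe sets called against control, 98 were called in both tissues, 27 higher and 71 lower in both and 0 in opposite directions. Lists of these sizes drawn independently would share 1.52 up and 7.11 down, which does not allow for controls that both comparisons use. Over all probe sets the log2 fold changes of the 2 tissues had a correlation of 0.487, and shared controls alone gave a mean of 0.335 in 20 simulations of unchanged exposed groups. With the controls split between the comparisons, 1440 fibrotic and 25 non-fibrotic calls shared 15, 3 up and 12 down, where independent lists would share 0.0613 and 0.687, and the correlation was 0.399. Odd control replicates served the fibrotic and even ones the non-fibrotic comparison, so each part held arrays of both control sets. A difference between exposed and control arrays as sets would therefore remain in both comparisons. At an adjusted p under 0.05 the shared count was 826, with controls 3 to 6 alone 648, of which 340 were higher and 305 lower in both, and with controls 1 and 2 alone 2. Between fibrotic and non-fibrotic bronchi, which came in part from the same rats, 331 probe sets were higher and 854 lower in fibrotic bronchi, 1185 in all. Of these Inhba differed with a log2 difference of 5.21 (adjusted p = 2.8e-04). Its log2 signal was 9.54 in non-fibrotic replicate 4 and 5.47 and 6.15 in replicates 8 and 10, so replicate 4 lowered this difference. Kng2l1, a kininogen, was at least 24.7-fold lower in fibrotic bronchi (adjusted p = 3.5e-06). This count was 1921 without non-fibrotic replicate 4, of which 939 were higher and 982 lower, and with array quality weights 59 were higher and 551 lower. It was 598 without replicate 8, 603 without replicate 10, 625 without fibrotic replicate 3 and 773 without fibrotic replicate 7.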

About 2000 DEGs in non-fibrotic bronchi were different from the DEGs in fibrotic bronchi, and 1089 DEGs were common to both fibrotic and nonfibrotic airways (data not shown). 

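Gad1, an enzyme that makes the transmitter GABA, was at least 3.74-fold lower in non-fibrotic bronchi (adjusted p = 2.4e-04). Dmrt2, a transcription factor, fell from 9.20 ± 0.43 (SD, n = 6) to 4.60 ± 2.81 (SD, n = 3) (log2 fold change -4.60, or -2.45 with arrays under the level of absent transcripts set to it, standard error 0.81, adjusted p = 0.00842). Of 29 genes of Table 3 measured by a probe set of their own, 1 rose and 5 fell (8 and 9 adjusted over the list alone), with a median of -0.34. The study chose them on these samples, and their direction is not independent evidence. Gad1 lost its call with controls 1 and 2 alone and with the mean of probe sets, and over the alternatives the adjusted p ranged from 2.5e-04 to 0.0303. Dmrt2 lost its call with controls 1 and 2 alone, with controls 3 to 6 alone, with the mean of probe sets and without any one of control replicates 1, 2, 3, 4, 5 and 6, fibrotic replicates 3, 7 and 9 and non-fibrotic replicates 8 and 10 (0.0109 to 0.0247), and over the alternatives the adjusted p ranged from 7.7e-04 to 0.195.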

Some of the major alterations of genes in non-fibrotic bronchi are shown in Table 3.

**Table 3:** Non-Fibrotic Bronchi: Major Changes in Gene Expression.

Gene	Gene Description	Fold-Increase^a^
Cldn18	Claudin 18	9.4
Gas6	Growth arrest specific 6	9.2
Nog	noggin	8.0
Lrp10	Low-density lipoprotein receptor-related protein 10	5.6
Nrg1	neuregulin 1	5.3
Tubb4	Tubulin, beta 4	4.9
Apln	Apelin	4.7
Slc15a1	solute carrier family 15 (oligopeptide transporter), member 1	4.7
Arhgap17	Rho GTPase activating protein 17	3.9
Clic5	Chloride intracellular channel 5	3.9
Akap5	A kinase (PRKA) anchor protein 5	3.9
Zfp318	Zinc finger protein 318	3.8
Hdac10	Histone deacetylase 10	3.7
Ubr2	Ubiquitin protein ligase E3 component n-recognin 2	3.6
Pdgfrb	Platelet derived growth factor receptor, beta polypeptide	3.5
		**Fold-Decrease** ^**a**^
S1pr1	sphingosine-1-phosphate receptor 1	-5.2
Tlr2	Toll-like receptor 2	-5.3
Rasgrp1	RAS guanyl releasing protein 1 (calcium and DAG-regulated)	-5.4
Stra6	Stimulated by retinoic acid gene 6	-5.5
C9	complement component 9	-5.8
Sbp	spermine binding protein	-6.2
Lgi1	Leucine-rich, glioma inactivated 1	-6.3
Sorl1	Sortilin-related receptor, LDLR class A repeats-containing	-6.4
Spr	sepiapterin reductase	-6.6
Slc23a1	solute carrier family 23 (nucleobase transporters), member 1	-6.9
Zfp853	Zinc finger protein 853	-7.5
Ppara	peroxisome proliferator activated receptor alpha	-7.7
Cyp2a3	cytochrome P450, family 2, subfamily a, polypeptide 3	-8.5
Dmrt2	Doublesex and mab-3 related transcription factor 2	-9.0
Gad1	glutamate decarboxylase 1	-10.1

^a^Fold change relative to air-exposed controls

The differential gene expression for a number of cytokines and growth factors was significantly altered in the non-fibrotic airways (S6 Table). 

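Fbln1, fibulin-1, a glycoprotein of basement membranes and elastic fibres, fell in non-fibrotic airways from 10.52 ± 0.21 (SD, n = 6) in controls to 9.06 ± 0.39 (SD, n = 3) (log2 fold change -1.46, standard error 0.24, adjusted p = 0.00606). It was the gene of Table S6 that passed the test, and in fibrotic airways it had 0.06 (adjusted p = 0.892). Cd36, a scavenger receptor, had 1.83 (adjusted p = 0.0684) and Thbs4, a thrombospondin, -2.48 (-0.93 with arrays under the level of absent transcripts set to it; adjusted p = 0.0536). Of the 13 genes of Table S6 measured, none rose and 1 fell (0 and 1 adjusted over the list alone), with a median of 0.56 (camera, adjusted p = 0.666). This list was chosen by the study on these samples and is not independent evidence. Fbln1 lost its call with controls 1 and 2 alone, with the mean of probe sets and without any one of control replicates 3, 4 and 6 and non-fibrotic replicates 8 and 10 (0.0155 to 0.0257), and over the alternatives the adjusted p ranged from 0.00335 to 0.159.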

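Ccl20, a chemokine that attracts dendritic cells and lymphocytes, fell in non-fibrotic bronchi from 11.23 ± 1.60 (SD, n = 6) in controls to 6.93 ± 1.11 (SD, n = 3) (log2 fold change -4.30, standard error 0.75, adjusted p = 0.00786), and Tnfrsf19, a TNF receptor of epithelial cells, was at least 2.12-fold lower (adjusted p = 0.00174). Interleukin 1β (Il1b) had a log2 fold change of -3.45 (adjusted p = 0.0342) and Cxcl6, a neutrophil attractant, was at least 2.24-fold lower (adjusted p = 0.0197), and neither passed the test. Of 31 chemokines, none rose and 1 fell (0 and 2 adjusted over the list alone), with a median of -0.81 (camera, adjusted p = 0.094). At an unadjusted p under 0.05, 2 chemokines were higher and 7 lower. Of 51 interleukins and their receptors 0 were called with limma (0 adjusted over the list alone; 9 higher and 7 lower at an unadjusted p under 0.05, and 0 called without moderation; median 0.03; camera, adjusted p = 0.674). Growth factors and their receptors had a median of 0.23 with 0 of 50 called by limma (2 rose and none fell adjusted over the list alone; 11 higher and 3 lower at an unadjusted p under 0.05, and 0 called without moderation; camera, adjusted p = 0.24), and Areg was at least 1.36-fold higher (adjusted p = 0.0187). Of 21 genes of TNF and its receptors 1 fell and none rose (2 and 0 adjusted over the list alone), and at an unadjusted p under 0.05, 0 were higher and 4 lower. Ccl20 lost its call with controls 1 and 2 alone, with controls 3 to 6 alone, with the mean of probe sets and without any one of control replicates 1, 2, 3, 4 and 6, fibrotic replicates 7 and 9 and non-fibrotic replicates 4, 8 and 10 (0.0102 to 0.0377), and over the alternatives the adjusted p ranged from 4.8e-04 to 0.0377. Tnfrsf19 lost its call with controls 1 and 2 alone, and over the alternatives the adjusted p ranged from 5.5e-04 to 0.132.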

Unlike fibrotic bronchi, most altered cytokines and growth factors were down-regulated in non-fibrotic bronchi. 

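Among the matrix genes, Fbn1 had a log2 fold change of 1.05 (adjusted p = 0.031) in non-fibrotic airways, and Bgn 0.99 (adjusted p = 0.0253), and neither passed the test. Mmp3, stromelysin 1, did not pass either (adjusted p = 0.0341), with means under the level that absent transcripts reached in both groups. No member was called up with limma at an adjusted p under 0.01 among 41 collagens, 10 laminins, 26 integrins, 17 matrix metalloproteinases, 16 genes of the plasminogen system and 24 matricellular proteins. At an unadjusted p under 0.05, 2 laminins, 3 integrins, 5 metalloproteinases and 0 genes of the plasminogen system were higher, and without moderation 0 rose in any of the 6 lists. Adjusted over the list alone, 1 integrin rose, Itgb1, with 0.88 (adjusted p = 0.0108). The lists' medians were 0.21 for collagens (-0.02 after quantile normalization; 9 higher and 3 lower at an unadjusted p under 0.05, and 0 called without moderation; camera, adjusted p = 0.488) and 0.50 for matricellular proteins (7 higher and 4 lower at an unadjusted p under 0.05, and 0 called without moderation; adjusted p = 0.247). Of 25 genes of Table S3, which the study chose on these samples and which are not independent evidence, 0 were called by limma (2 rose and 1 fell adjusted over the list alone; 10 higher and 2 lower at an unadjusted p under 0.05, and 0 called without moderation). Table S3 had a median of 0.38 and passed its test (camera, adjusted p = 0.0367, and adjusted p = 0.765 with an estimated correlation, in a range of 0.0019 to 0.911 over the alternatives), a call lost with fry, with controls 3 to 6 alone, without any one of control replicates 2, 5 and 6 and without non-fibrotic replicate 4. Directly between fibrotic and non-fibrotic airways, 7 matricellular genes and 7 collagens were higher in fibrotic airways and 0 and 1 lower (11 and 9 higher adjusted over the lists alone), a comparison of tissues that in part share rats. Non-fibrotic replicate 4 stood apart from the other non-fibrotic arrays: the median of the matricellular genes relative to the control mean was 1.49 in it, -0.10 in replicate 8 and 0.46 in replicate 10, against 1.70 to 2.04 in the fibrotic arrays.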

Few genes associated with airway remodeling were up-regulated in the non-fibrotic airways, as expected.

### RT-PCR Confirmation of Microarray Results

Confirmation of the microarray results was obtained for a subset of genes by quantitative RT-PCR (qPCR). This subset included genes that were up-regulated, and genes with differential expression in fibrotic and non-fibrotic tissue. Up-regulation of gene expression for Spp1, Tnn, Tnc, Fn1, Thbs2, and Plau in fibrotic airways, and up-regulation of Cldn18 in non-fibrotic *airways was also observed by qPCR (Fig. 5).*

**Fig 5:**
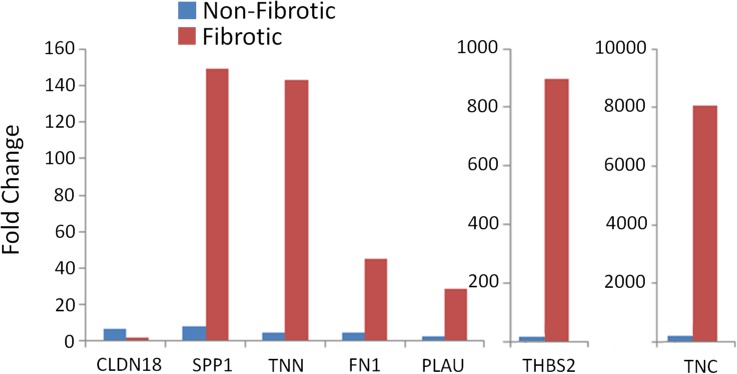
RT-PCR confirmation of microarray data. Confirmation of the microarray results was obtained for a subset of genes by quantitative RT-PCR (qPCR). All changes in gene expression measured by qPCR were in agreement with the changes detected by microarray.

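On the arrays, the genes chosen for PCR varied among the non-fibrotic bronchi. Cldn18, a tight junction protein, was the gene of this set that passed the test there, with 10.85 ± 0.61 (SD, n = 3) against 8.00 ± 0.88 (SD, n = 6) in controls. It lost this call with controls 1 and 2 alone, and without any one of control replicates 2 to 6 or the non-fibrotic replicates. Spp1 had a log2 fold change against control of 2.09 (1.70 with arrays under the level of absent transcripts set to it; adjusted p = 0.0635), Fn1 1.30 (adjusted p = 0.195), Plau 0.98 (adjusted p = 0.2) and Tnc -0.11 (adjusted p = 0.946), and Thbs2 was at least 1.94-fold higher (adjusted p = 0.0695). Tnn had means under the level that absent transcripts reached in both groups (adjusted p = 0.614). Non-fibrotic replicate 4 lay near the fibrotic arrays for Tnc, with 11.94, while replicates 8 and 10 had 6.92 and 8.32. Replicate 4 was also above replicates 8 and 10 for Spp1 (10.45 against 7.61 and 7.60) and Fn1 (11.52 against 7.56 and 9.27). The same held for Thbs2 (9.04 against 6.69 and 6.68) and Plau (11.42 against 9.34 and 8.80). The non-fibrotic changes of these genes therefore rest in part on that array. For Tnn replicate 8 was the highest, with 7.48. Between fibrotic and non-fibrotic bronchi, which came in part from the same rats, Fn1 differed by a log2 difference of 3.49 (adjusted p = 0.00618), Tnc by 4.16 (adjusted p = 0.00826), Plau by 2.95 (adjusted p = 0.00309), Thbs2 by 2.76 (adjusted p = 0.00994), and Spp1 by 2.80 (adjusted p = 0.0265), while the adjusted p of Tnn was 0.111. Fn1 lost its call with controls 1 and 2 alone and without any one of fibrotic replicates 3, 7 and 9 and non-fibrotic replicates 8 and 10 (0.0204 to 0.0286), and over the alternatives the adjusted p ranged from 1.8e-04 to 0.0286. Tnc lost its call with controls 1 and 2 alone, with controls 3 to 6 alone and without any one of control replicates 1, 4, 5 and 6, fibrotic replicates 3, 7 and 9 and non-fibrotic replicates 8 and 10 (0.0102 to 0.0437), and over the alternatives the adjusted p ranged from 6.7e-05 to 0.0437. Plau lost its call with the mean of probe sets and without any one of fibrotic replicates 3, 7 and 9 and non-fibrotic replicates 8 and 10 (0.0111 to 0.0197), and over the alternatives the adjusted p ranged from 1.1e-04 to 0.0197. Thbs2 lost its call with controls 1 and 2 alone, with controls 3 to 6 alone and without any one of control replicates 1, 2, 3, 4, 5 and 6, fibrotic replicates 3, 7 and 9 and non-fibrotic replicates 8 and 10 (0.0113 to 0.0467), and over the alternatives the adjusted p ranged from 7.1e-04 to 0.0467. The PCR values themselves were not analysed here. 

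**Figure D4:**
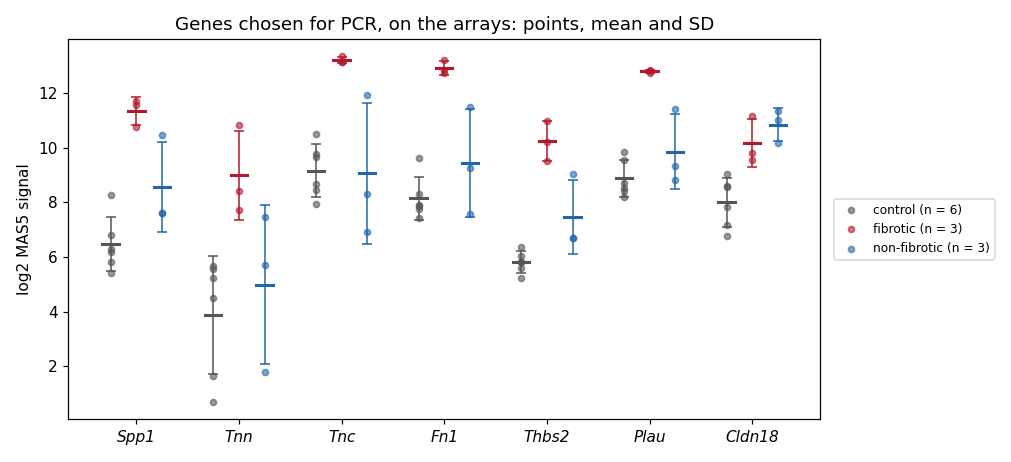
Log2 MAS5 signal (vertical) of the 7 genes chosen for PCR in each control (n = 6), fibrotic (n = 3) and non-fibrotic (n = 3) array, with the mean and SD of each group. Fibrotic arrays had a mean of 13.23 for Tnc, and non-fibrotic arrays 9.06.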

The increased expression of Tnc in fibrotic and non-fibrotic airways was also verified by immunohistochemistry (Figs. 2D and 6B). No staining of Tnc was observed in airways from control animals (Fig. 6B, inset). In PD-exposed animals, minimal linear Tnc staining was observed in the subepithelial tissue of the walls of non-fibrotic airways (Fig. 6B), whereas in fibrotic bronchi, areas of intraluminal fibrosis stained heavily for Tnc (Fig. 2D).

**Fig 6:**
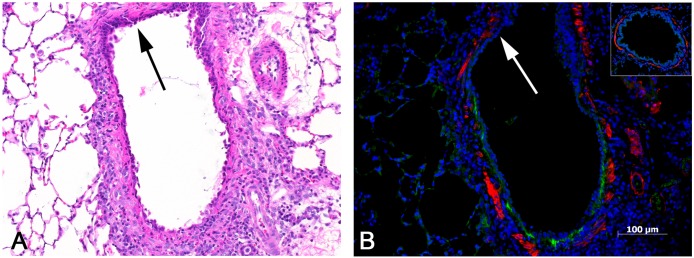
Inflamed, non-fibrotic bronchus with tenascin C expression. **A)** This bronchus shows no evidence of fibrosis, but exhibits a mild infiltrate of mononuclear cells and is lined by an attenuated epithelium with a reactive and regenerative appearance. Absence of inflammation in the upper portion of bronchus (arrow). H&E, 10x original objective magnification. **B)** Early tenascin C expression is indicated by the linear green band located just beneath the epithelial lining. Note that there is no tenascin C expression in the upper portion of the bronchus (arrow), in which there is little or no inflammation and less attenuation of the epithelial lining (compare to A). The inset shows a bronchus from one of the control lungs, with absence of any tenascin C expression. Immunofluorescent stains were used to label tenascin C (green) and smooth muscle actin (red).

## Discussion

In this study we investigated differential gene expression in the airways of animals with PD-induced OB in order to identify potential molecular pathways for this disease. The use of laser capture microdissection to collect only the affected airway tissue provided highly specific and unique information on differentially expressed genes. Over 3800 genes were differentially altered in fibrotic bronchi, demonstrating the complexity of this disease. Cluster analysis indicated significant enrichment for genes involved with vascular development and the remodeling of the ECM in the fibrotic airways. Genes coding for ECM components, proteases and their inhibitors, and matricellular proteins that regulate the ECM were significantly up-regulated in fibrotic airways. These genes appear to be important in the pathogenesis of airway fibrosis and present potential targets for intervention.

Transforming growth factor-β is a key cytokine involved in tissue repair and fibrosis, and increased expression of TGF-βhas been associated with OB in lung transplant patients [6–9]. Tgf-β and related genes were significantly up-regulated in bronchial fibrotic lesions from PD-exposed animals. Pathway analysis indicated potential interactions between the Tgf-βisoforms as well as with many downstream genes that can contribute to OB (S1 Fig.). However, Tgf-β regulates many cellular functions, and the known signaling pathways of this pleiotropic mediator are highly complex. Although the canonical signaling pathway for Tgf-β involves the Smad transcriptional activators, there were no changes in Smad in airways of PD-exposed rats despite the increased expression of Tgf-β.

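Smad2 and Smad3, which carry the signal of Tgf-β receptors to the nucleus, had log2 fold changes of 0.58 (standard error 0.29, adjusted p = 0.182) and -0.35 (standard error 0.35, adjusted p = 0.526) in fibrotic bronchi, where Smad3 was named after its values were seen. Smad7, an inhibitor that Tgf-β induces, had 0.42 (adjusted p = 0.427) and Smad5, a Smad of bone morphogenetic proteins, -0.60 (adjusted p = 0.103). With limma 0 of 8 Smad genes were called in fibrotic bronchi (0 adjusted over the list alone; 0 higher and 1 lower at an unadjusted p under 0.05, and 0 called without moderation), and the list median was -0.01, which was 0.06 after median centring (camera, adjusted p = 0.806). In non-fibrotic bronchi, Smad2 had -0.28 (adjusted p = 0.557) and Smad6, also an inhibitor, 1.11 (adjusted p = 0.175). On simulated data with these arrays, 1 of 67 genes shifted by a log2 of 1 was recovered (1.49%). That simulation gave 50 calls in all, against 2914 in the real comparison, so its adjusted threshold was stricter. The share recovered may therefore be too low for the Smads, but changes of this size could be missed.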

Although Tgf-β1 generally is considered the predominant isoform involved in development of fibrosis [10], Tgf-β2 was the major isoform that was up-regulated (∼5-fold) in bronchial fibrotic lesions from PD-exposed rats. 

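Tgfb1 had a log2 signal of 7.70 ± 0.65 (SD, n = 6) in controls and 8.54 ± 0.41 (SD, n = 3) in fibrotic lesions (log2 fold change 0.84, standard error 0.83, adjusted p = 0.524), and Tgfb3, named after its values were seen, had 9.89 ± 0.40 (SD, n = 6) and 10.39 ± 0.42 (SD, n = 3) (log2 fold change 0.51, standard error 0.33, adjusted p = 0.311). Neither passed the test. The fold changes of the isoforms were not tested against each other.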

There is increasing evidence that Tgf-β2 is the primary isoform expressed in the airways [11–14]; however, little is known about the specific functions of Tgf-β2 in airway fibrosis. The results of this study suggest that specific signaling pathways mediated by Tgf-β2 may be important in the development of PD-induced bronchial fibrosis.

A number of interleukins (Il-1α, Il-24, Il-33, Il-18,) were significantly up-regulated in fibrotic airways of PD-exposed rats. Pathway analysis illustrates the extensive interrelationships between these interleukins and other cytokines in the fibrotic airways (S2 Fig.). The Il-1 family of cytokines is well known for its involvement in inflammation and immune regulation. Il-1α (up-regulated ∼8-fold) has been reported to promote fibrosis by stimulating fibroblast proliferation [15] and the synthesis of fibronectin, collagen, Mmps and Timps [16–18]. In addition, Il-1α promotes the synthesis of other pro-fibrotic cytokines including Tgf-β [19].

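Interleukin 33 (Il33), an alarmin kept in the nucleus of epithelial and stromal cells, rose from a log2 signal of 8.92 ± 0.77 (SD, n = 6) in controls to 12.71 ± 0.37 (SD, n = 3) in fibrotic airways (log2 fold change 3.79, standard error 0.65, adjusted p = 7.1e-04). Interleukin 18 (Il18), which induces interferon γ in lymphocytes, rose from 7.57 ± 0.59 (SD, n = 6) to 10.05 ± 0.25 (SD, n = 3) (log2 fold change 2.48, standard error 0.55, adjusted p = 0.00544). In non-fibrotic airways the log2 fold changes were 0.48 (adjusted p = 0.664) for Il33 and -0.46 (adjusted p = 0.62) for Il18. Il33 lost its call with controls 1 and 2 alone, and over the alternatives the adjusted p ranged from 1.7e-05 to 0.0787. Il18 lost its call with controls 1 and 2 alone and without any one of control replicates 3 and 6 and fibrotic replicates 3, 7 and 9 (0.0114 to 0.0312), and over the alternatives the adjusted p ranged from 3.2e-04 to 0.0952.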

Il-18 and Il-33, also members of the Il-1 family, were differentially up-regulated 3- and 11-fold, respectively. Both Il-18 and Il-33 have been associated with promotion of systemic Th2 responses [20, 21]. Importantly, Il-18 has also been shown to stimulate fibroblast proliferation and collagen synthesis [22] and has been associated with obstructive lung diseases such as COPD and pulmonary fibrosis [20, 23]. Although Il-33 is constitutively expressed in the epithelium of the bronchus and small airways [24], there is little evidence supporting a role for Il-33 in OB. However, Il-33 is thought to be released by damaged cells undergoing necrosis [25], and like Il-1α, Il-33 may amplify immune responses during tissue injury. These reports suggest that Il-33 may be involved with the initial response to epithelial injury by PD. Interestingly, Il-33 has been reported to reduce antibody-mediated rejection and prolong allograft survival in a cardiac rejection model [26].

Both Tgf-β and Il-1 have been shown to stimulate the production of fibronectins [27, 28]. Fibronectin-1 (Fn1) expression was up-regulated about 13-fold in fibrotic airways of PD-exposed rats relative to controls suggesting a central role in development of OB lesions. Fibronectins are potent fibroblast growth factors [29] secreted by alveolar macrophages, fibroblasts, endothelial cells, alveolar type 2 and bronchial epithelial cells in injured lung tissue. Secreted Fn associates with collagen and other ECM components during tissue repair, and acts as an adhesive for migrating cells with Fn-specific surface receptors [30]. Evaluation of the Fn1 associated pathways (S3 Fig.) illustrates the potential influence Fn1 has on the altered expression of many genes in OB.

Aberrant repair caused by repeated PD exposure appears to involve sustained fibroproliferation and secretion of large quantities of ECM components by myofibroblasts resulting in airway fibrosis. 

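Of 10 laminin genes measured, Lamb3, a chain of laminin-332 in the basement membrane under stratified epithelium, rose in fibrotic airways from 5.84 ± 0.83 (SD, n = 6) to 10.74 ± 0.11 (SD, n = 3) (log2 fold change 4.90, or 4.19 with arrays under the level of absent transcripts set to it, standard error 0.69, adjusted p = 1.3e-04). Lamb1 rose with 1.72 (adjusted p = 0.00247), while Lamc3 was at least 7.13-fold lower (adjusted p = 9.9e-05). In all 3 rose and 1 fell (3 and 1 adjusted over the list alone), with a list median of 0.56 (camera, adjusted p = 0.363). Basal and squamous cell markers, which include Lamb3, moved with it: 4 of 27 rose and 1 fell (6 and 1 adjusted over the list alone). Their median was 1.5 (camera, adjusted p = 0.00182, and adjusted p = 0.651 with an estimated correlation, in a range of 5.7e-04 to 0.651 over the alternatives). Lamb3 and Lamc3 lost their calls with controls 1 and 2 alone, and over the alternatives the adjusted p ranged from 1.4e-05 to 0.0185 and 1.5e-05 to 0.038, respectively. Lamb1 lost its call with controls 1 and 2 alone and without any one of fibrotic replicates 3 and 7 (0.0158 to 0.018), and over the alternatives the adjusted p ranged from 5.5e-04 to 0.18.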

Gene expression for major structural components of the ECM, such as the collagens and laminins, was significantly up-regulated in airways with fibrotic lesions. Hyaluronan synthase 2 (Has2), the enzyme responsible for synthesizing the ECM component hyaluronan, was significantly elevated 13-fold, suggesting the potential importance of this ECM protein in OB. Lysyl oxidase (Lox) is the primary collagen-crosslinking enzyme and has been associated with the irreversible phase of fibrosis. Expression of Lox and related genes was increased 2 to 5-fold in fibrotic lesions from PD-exposed rats, and was reported to be significantly elevated in biopsy samples from OB patients [31].

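Loxl2, a lysyl oxidase-like enzyme, had a log2 signal of 7.53 ± 0.86 (SD, n = 6) in controls and 9.72 ± 0.27 (SD, n = 3) in fibrotic lesions (log2 fold change 2.19, standard error 0.59, adjusted p = 0.0168). Loxl1 had a log2 fold change of 0.99 (adjusted p = 0.134) and Loxl3 of 1.27 (adjusted p = 0.178), both named after their values were seen. None of the Lox genes measured passed the threshold of 0.01 with limma, and adjusted over the list of collagen processing alone, Lox and Loxl2 were among the 6 that did.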

The proteases and their inhibitors are major counterbalancing regulators of ECM turnover. Alterations in the balance of proteases and their inhibitors have been reported in OB patients [32, 33] and in animal models of OB [34, 35]. A number of proteases including the matrix metalloproteinases (Mmp2, Mmp14), plasminogen activator urokinase (Plau) and its receptor (Plaur), a disintegrin and metalloproteinase 19 (Adam19), and serine protease22 (Prss22) were highly up-regulated in PD-exposed fibrotic airways, possibly in response to the increased synthesis of ECM components. The proteases have many functions in addition to degrading ECM, and can activate cytokines, growth factors, and their receptors by enzymatic cleavage of latent forms. Proteases including Mmp2 and Mmp9 are known to cleave latent Tgf-β to an active form [36, 37]. Elevated Plaur expression has been reported for tissues undergoing extensive remodeling [38] and is thought to localize activation of plasminogen and generation of plasmin at the cell surface for degradation of ECM.

The serine peptidase inhibitors (serpins) are the major source of protease inhibition in the lung [39], and are important in maintaining a balance between essential protease activity and protecting against protease mediated damage. Gene expression for a number of serpins was significantly up-regulated in the fibrotic lesions. An additional level of control over excess protease activity is provided by tissue inhibitors of Mmps (Timps) which can block proteolytic activity. Timp-1 was up-regulated ∼13-fold in fibrotic lesions.

Matricellular proteins are nonstructural ECM proteins that regulate cell function by influencing cell adhesion, migration, proliferation, and apoptosis. Dysregulation of matricellular proteins may contribute to aberrant tissue repair and fibrosis [40, 41]. Genes coding for the matricellular proteins tenascin C (Tnc), tenascin N (TnN), thrombospondin-2 (Thbs2), Spp1 (osteopontin) and periostin (Postn) were among the most highly up-regulated genes in fibrotic airways (11- to 30-fold). Gene expression for the tenascins, matricellular proteins associated with the subepithelial basement membrane, was up-regulated 11-fold in fibrotic airways of PD-exposed rats. Tenascin N is generally associated with the ECM of neurons and its presence in the lung has not previously been reported. Little or no expression of TNC is found in normal adult lung; however, prominent Tnc expression has been reported in animal models of acute lung injury [42, 43], in human idiopathic pulmonary fibrosis [44], COPD [45], and asthma [46]. Pathway analysis of Tnc and other differentially expressed genes in fibrotic airways indicates a Tnc interaction with Fn1, as well as with several proteases (S4 Fig.). In addition to its potential role in tissue repair, TNC may contribute to inhibition of T-cell activation [47] suggesting a potential protective mechanism against transplant rejection during OB development [48]. Recent studies suggest that Tnc modulates the effect of Tgf-β on fibroblast differentiation and collagen synthesis [49]. Increased immunostaining for Tnc was reported previously for diacetyl-treated rats with OB-like lesions [50]. Importantly, increased TNC expression has been observed in airway epithelium of lung transplant patients, with the greatest expression occurring during the early development of OB [48].

Another matricellular protein, Thbs2, was highly up-regulated (∼17-fold) in the bronchial fibrotic lesions. Although the functions of Thbs2 are not completely understood, it is best known for its anti-angiogenic activity [51, 52] and its ability to modulate ECM interactions [53]. Of particular relevance to OB, Thbs2 is thought to interact with ECM components and support calcium-dependent cell attachment [54]. *In vitro* studies indicate that Thbs2 may down-regulate the expression of Mmp-2 and Mmp-9 [55, 56]. Spp1 (osteopontin), another matricellular protein and component of the ECM, also was highly up-regulated (30-fold) in fibrotic bronchi. Spp1 is an adhesive ECM protein that also plays a significant role in integrin-mediated cell signaling. Pathologically elevated levels of Spp1 reportedly promote chronic inflammation and Tgf-β-mediated fibrosis [40, 41].

Not all airways are fibrotic in transplant-related OB, or in animals with OB induced by PD exposure. The non-fibrotic bronchi from PD-exposed rats had normal or mildly altered epithelium, yet differential gene expression was significantly altered for approximately 4683 genes in these airways. Few known pro-fibrotic genes were altered in non-fibrotic bronchi, although several genes associated with acute lung injury were significantly up-regulated. Claudin 18 (Cld18; up-regulated 9-fold), a gene associated with the barrier function of epithelial tight junctions in the lung has been reported to be increased during acute lung injury [57–59]. Similarly, growth arrest-specific-6 (Gas6; up-regulated 9-fold) has been shown to be involved in early injury pathways such as inflammation, cell proliferation, apoptosis, leukocyte migration, and platelet aggregation [60, 61]. 

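Cldn18, which seals the junctions of alveolar and airway epithelium, rose in non-fibrotic bronchi, 7.22-fold on the signal scale (log2 fold change 2.85, standard error 0.49, adjusted p = 0.00743). In fibrotic bronchi it had 10.18 ± 0.87 (SD, n = 3) and rose with 2.18 (adjusted p = 0.00555), and the difference between the tissues, in part from the same rats, was -0.67 (adjusted p = 0.527). Cldn18 is also a marker of alveolar type I cells, and other markers of these cells in non-fibrotic bronchi were Gprc5a with 2.44 (adjusted p = 0.0216), Igfbp2 with 3.57 (adjusted p = 0.0216) and Clic5 with 1.34 (adjusted p = 0.0267). At an unadjusted p under 0.05, 13 of 26 of these markers were higher and 3 lower. Cldn18 lost its call with controls 1 and 2 alone and without any one of control replicates 2, 3, 4, 5 and 6 and non-fibrotic replicates 4, 8 and 10 (0.0101 to 0.0302), and over the alternatives the adjusted p ranged from 0.00335 to 0.134.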

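Gas6, a ligand of the TAM receptors, had a log2 signal of 12.67 ± 0.30 (SD, n = 6) in controls and 13.38 ± 0.32 (SD, n = 3) in non-fibrotic bronchi, a 1.64-fold difference that did not pass the test (log2 fold change 0.71, standard error 0.21, adjusted p = 0.058). With the mean of its probe sets Gas6 was called, with 1.48 (adjusted p = 0.00667), and its probe set of second highest signal, chosen after the values were seen, had 3.16 (adjusted p = 0.00145). In fibrotic bronchi the log2 fold change of Gas6 was 0.14 (adjusted p = 0.698).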

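Noggin (Nog) had a log2 signal of 3.47 ± 0.69 (SD, n = 6) in controls, 6.30 ± 0.86 (SD, n = 3) in non-fibrotic bronchi and 5.23 ± 1.60 (SD, n = 3) in fibrotic bronchi. These means lay under the level that absent transcripts reached, so no fold change is given. Nog did not pass the threshold of 0.01 in non-fibrotic bronchi (adjusted p = 0.0421) or in fibrotic bronchi (adjusted p = 0.124).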

Interestingly, the secreted polypeptide noggin, (up-regulated 8-fold), has been reported to bind and inactivate bone morphogenic proteins (BMPs) suggesting an inhibitory role in airway fibrosis. BMPs are members of the Tgf-β superfamily and binding with noggin inhibits them from binding and activating BMP receptors, thus blocking Smad-dependent and non-Smad signaling [62]. Lrp-10 was up-regulated ∼6-fold in non-fibrotic bronchi from exposed rats. 

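Lrp10, a receptor of the low-density lipoprotein receptor family, had a log2 signal of 11.71 ± 0.30 (SD, n = 6) in controls, 11.70 ± 0.51 (SD, n = 3) in non-fibrotic bronchi (log2 fold change -0.01, standard error 0.27, adjusted p = 0.99) and 11.87 ± 0.55 (SD, n = 3) in fibrotic bronchi (log2 fold change 0.16, standard error 0.27, adjusted p = 0.721). The paper relates the reported effect of Lrp10 on Wnt signalling to fibroblasts, and raises the possibility that its up-regulation may be a response that lowers their activity.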

The functions of Lrp-10 are not clear, although it has been reported to be a negative regulator of the Wnt/β-catenin pathway [63]. Because Wnt signaling potently stimulates fibroblast activation and production of ECM [64], it is speculated that up-regulation of Lrp10 may be a cellular response to reduce fibroblast activity.

In summary, this report confirms the involvement of several known pro-fibrotic mediators and identifies several highly up-regulated genes not previously associated with OB. Tgf-β2, Il1α and fibronectin are known pro-fibrotic mediators that appear to have key roles in PD-induced bronchial fibrosis. In addition, other genes with little previous association with OB were highly up-regulated in fibrotic airways. Although the magnitude of gene expression does not necessarily correlate with downstream effects, further investigation of these highly up-regulated genes may provide important information needed to unravel the complex mechanism(s) involved in OB. These data are being further evaluated to identify key genes and pathways in the pathogenesis of OB and to facilitate the development of treatment strategies.

## Supporting Information

S1 Fig TGF-β and downstream genes in fibrotic bronchi. TGF-β regulated pathways altered in fibrotic lesions after PD exposure. Microarray analysis was performed on laser capture microdissected bronchial fibrotic lesions from PD exposed rats and was compared to bronchial tissues from air controls. Differentially expressed genes (DEGs) in fibrotic lesions were analyzed by the IPA’s Core analysis. TGF-β genes (bold text) were selected for pathway analysis using the ‘Grow’ tool to display annotated regulatory relationships and interactions. Starting with induction of each TGF-β gene in the center, DEGs from microarray analysis were used to grow and interconnect downstream-dependent genes (red, up-regulated; green, down-regulated).
(TIF) Click here for additional data file.

S2 Fig Interleukin and chemokine pathways in fibrotic bronchi. Interleukin and chemokine regulated pathways altered in fibrotic bronchi after PD exposure. Microarray analysis was performed on laser capture microdissected fibrotic bronchi from PD exposed rats and was compared to bronchial tissues from air controls. Differentially expressed genes (DEGs) in fibrotic bronchi were analyzed by the IPA’s Core analysis. Interleukin (IL1α, IL1RN, IL11, IL18, IL24 and IL33) genes and a chemokine (CCL13) shown in bold text were selected for pathway analysis using the ‘Grow’ tool to display annotated regulatory relationships and interactions. Starting with induction of each selected gene in the center, DEGs from microarray analysis were used to grow and interconnect downstream-dependent genes (red, up-regulated; green, down-regulated).
(TIF) Click here for additional data file.

S3 Fig Fibronectin-1 associated pathways in fibrotic bronchi. Fibronectin regulated pathways altered in fibrotic bronchi after PD exposure. Microarray analysis was performed on laser capture microdissected fibrotic bronchi from PD exposed rats and was compared to bronchial tissues from air controls. Differentially expressed genes (DEGs) in fibrotic bronchi were analyzed by the IPA’s Core analysis. Fibronectin (FN1) as shown in bold text was selected for pathway analysis using the ‘Grow’ tool to display annotated regulatory relationships and interactions. Genes in red were up-regulated and in green were down-regulated in fibrotic bronchi. Genes are displayed in their principal subcellular location in the extracellular space, cell membrane, cytoplasm or nucleus.
(TIF) Click here for additional data file.

S4 Fig Tenascin C associated pathways in fibrotic bronchi. Tenascin C regulated pathways altered in fibrotic bronchi after PD exposure. Microarray analysis was performed on laser capture microdissected fibrotic bronchi from PD exposed rats and was compared to bronchial tissues from air controls. Differentially expressed genes (DEGs) in fibrotic lesions were analyzed by the IPA’s Core analysis. Tenascin C (TNC) as shown in bold text was selected for pathway analysis using the ‘Grow’ tool to display annotated regulatory relationships and interactions. Genes in red were up-regulated and in green were down-regulated in fibrotic bronchi.
(TIF) Click here for additional data file.

S1 Table DAVID Functional Annotation Clustering for DEG found in Fibrotic Bronchi. (XLSX) Click here for additional data file.

S2 Table Fibrotic Bronchi: Differential Expression of Cytokine and Growth Factor Genes. (DOCX) Click here for additional data file.

S3 Table Fibrotic Bronchi: Differential Expression of Extracellular Matrix Genes. (DOCX) Click here for additional data file.

S4 Table Fibrotic Bronchi: Differential Expression of Protease and Protease Inhibitor Genes. (DOCX) Click here for additional data file.

S5 Table DAVID Functional Annotation Clustering for DEGs Found in Non-fibrotic Bronchi. (XLSX) Click here for additional data file.

S6 Table Exposed, Non-fibrotic Bronchi: Differential Expression of Cytokine and Growth Factor Genes. (DOCX) Click here for additional data file.

# Supplementary material for: Gene Expression in Obliterative Bronchiolitis-Like Lesions in 2,3-Pentanedione-Exposed Rats
**Source:** PLoS One. 2015 Feb 24;10(2):e0118459. doi: 10.1371/journal.pone.0118459
**Supplement:** S2 Table

**Table S2. Fibrotic Bronchi: Differential Expression of Cytokine and Growth Factor Genes**

| **Gene** | **Gene Description** | **Fold Change^a^** |
| --- | --- | --- |
| Cx3cr1 | chemokine (C-X3-C motif) receptor 1 | 4.2 |
| Cxcl3 | chemokine (C-X-C motif) ligand 3 | -7.1 |
| Cxcr4 | Chemokine (C-X-C motif) receptor 4 | 3.0 |
| Il1a | interleukin 1 alpha | 8.4 |
| Irak1bp1 | Interleukin-1 receptor-assoc kinase 1 binding protein 1 | -2.9 |
| Il1rn | interleukin 1 receptor antagonist | 2.6 |
| Il18 | interleukin 18 | 3.2 |
| Il24 | interleukin 24 | 11.9 |
| Il33 | Interleukin 33 | 10.6 |
| Tnfrsf12a | Tumor necrosis factor receptor superfamily, member 12a | 7.0 |
| Tnfaip6 | tumor necrosis factor alpha induced protein 6 | 9.2 |
| Tgfbi | Transforming growth factor, beta induced | 3.5 |
| Tgfb2 | transforming growth factor, beta 2 | 4.6 |
| Thbs2 | Thrombospondin 2 | 17.4 |
| Inhba | inhibin beta-A | 14.2 |
| Bmp3 | bone morphogenetic protein 3 | -3.1 |
| Ctgf | connective tissue growth factor | 5.7 |
| Egfr | epidermal growth factor receptor | 2.5 |
| Egr2 | early growth response 2 | 7.2 |
| Fgfr2 | fibroblast growth factor receptor 2 | -6.9 |
| Fgfr3 | Fibroblast growth factor receptor 3 | -3.0 |
| Fn1 | Fibronectin 1 | 12.9 |
| Grb10 | Growth factor receptor bound protein 10 | 2.8 |
| Hbegf | heparin-binding EGF-like growth factor | 6.3 |
| Igf1 | insulin-like growth factor 1 | 3.7 |
| Igfbp4 | Insulin-like growth factor binding protein 4 | 4.8 |
| Igfbp5 | Insulin-like growth factor binding protein 5 | -4.6 |
| Ngf | Nerve growth factor (beta polypeptide) | 7.4 |

**^a^**Fold change relative to air-exposed controls

# Supplementary material for: Gene Expression in Obliterative Bronchiolitis-Like Lesions in 2,3-Pentanedione-Exposed Rats
**Source:** PLoS One. 2015 Feb 24;10(2):e0118459. doi: 10.1371/journal.pone.0118459
**Supplement:** S3 Table

**Table S3. Fibrotic Bronchi: Differential Expression of Extracellular Matrix Genes**

| **Gene** | **Sequence Description** | **Fold-change** ^a^ |
| --- | --- | --- |
| Col1a2 | Collagen, type I, alpha 2 | 2.2 |
| Col4a1 | Collagen, type IV, alpha 1 | 2.7 |
| Col5a1 | Collagen, type V, alpha 1 | 5.0 |
| Col5a2 | Collagen, type V, alpha 2 | 4.1 |
| Col5a3 | collagen, type V, alpha 3 | 4.8 |
| Col6a2 | Collagen, type VI, alpha 2 | 2.7 |
| Col12a1 | collagen, type XII, alpha 1 | 13.4 |
| Col13a1 | Collagen, type XIII, alpha 1 | -9.7 |
| Col14a1 | Collagen, type XIV, alpha 1 | 3.0 |
| Col18a1 | Collagen, type XVIII, alpha 1 | 2.8 |
| Cthrc1 | Collagen triple helix repeat containing 1 | 8.9 |
| Plod2 | Procollagen lysine, 2-oxoglutarate 5-dioxygenase 2 | 6.1 |
| Fbn1 | Fibrillin 1 | 3.0 |
| Has2 | hyaluronan synthase 2 | 12.7 |
| Itgb1 | integrin, beta 1 | 3.0 |
| Itgb3 | Integrin, beta 3 | 4.2 |
| Itga5 | Integrin, alpha 5 (fibronectin receptor, a polypeptide) | 5.5 |
| Itga6 | Integrin, alpha 6 | 4.5 |
| Lamb3 | Laminin, beta 3 | 18.9 |
| Lamc2 | Laminin, gamma 2 | 3.1 |
| Lamc3 | Laminin gamma 3 | -6.4 |
| Lox | Lysyl oxidase | 4.5 |
| Loxl2 | Lysyl oxidase-like 2 | 4.2 |
| Spon1 | spondin 1, extracellular matrix protein | 5.2 |
| Tnc | Tenascin C | 11.0 |
| Tnn | Tenascin N | 10.8 |

^a^ Fold change relative to air-exposed controls

# Supplementary material for: Gene Expression in Obliterative Bronchiolitis-Like Lesions in 2,3-Pentanedione-Exposed Rats
**Source:** PLoS One. 2015 Feb 24;10(2):e0118459. doi: 10.1371/journal.pone.0118459
**Supplement:** S4 Table

**Table S4. Fibrotic Bronchi: Differential Expression of Protease and Protease**

**Inhibitor Genes**

| **Gene** | **Sequence Description** | **Fold-Change^a^** |
| --- | --- | --- |
| Adam8 | ADAM metallopeptidase domain 8 | -9.0 |
| Adam10 | ADAM metallopeptidase domain 10 | 2.0 |
| Adam19 | A disintegrin and metallopeptidase domain 19 (meltrin beta) | 6.8 |
| Mmp2 | matrix metallopeptidase 2 | 2.3 |
| Mmp14 | matrix metallopeptidase 14 (membrane-inserted) | 3.1 |
| Mmp24 | Matrix metallopeptidase 24 | -2.1 |
| Timp1 | TIMP metallopeptidase inhibitor 1 | 13.3 |
| Timp2 | TIMP metallopeptidase inhibitor 2 | 2.1 |
| Timp4 | Tissue inhibitor of metalloproteinase 4 | -4.8 |
| Plat | plasminogen activator, tissue | 3.9 |
| Plau | plasminogen activator, urokinase | 18.3 |
| Plau | plasminogen activator, urokinase | 9.6 |
| Plaur | urokinase plasminogen activator receptor | 15.4 |
| Prss22 | Protease, serine, 22 | 5.4 |
| Serpine1 | serpin peptidase inhibitor, clade E member 1 | 15.0 |
| Serpinf1 | Serpin peptidase inhibitor, clade F member 1 | 2.3 |
| Serping1 | Serine (or cysteine) peptidase inhibitor, clade G, member 1 | 2.1 |
| Serpinh1 | Serine (or cysteine) peptidase inhibitor, clade H, member 1 | 2.5 |
| Serpinb5 | serpin peptidase inhibitor, clade B (ovalbumin), member 5 | -2.8 |

^a^ Fold change relative to air-exposed controls

# Supplementary material for: Gene Expression in Obliterative Bronchiolitis-Like Lesions in 2,3-Pentanedione-Exposed Rats
**Source:** PLoS One. 2015 Feb 24;10(2):e0118459. doi: 10.1371/journal.pone.0118459
**Supplement:** S6 Table

**Table S6. Exposed, Non-fibrotic Bronchi: Differential Expression of Cytokine**

**and Growth Factor Genes**

| **Gene** | **Description** | **Fold Change^a^** | **Family** |
| --- | --- | --- | --- |
| Gas6 | Growth arrest specific 6 | 9.2 | growth factor |
| Igf2bp2 | Insulin-like growth factor 2 mRNA binding protein 2 | 2.8 | growth factor |
| Nrg1 | neuregulin 1 | 5.3 | growth factor |
| Ccl9 | Chemokine (C-C motif) ligand 9 | -3.4 | cytokine |
| Cxcl1 | chemokine (C-X-C motif) ligand 1 | -2.2 | cytokine |
| Cxcl3 | chemokine (C-X-C motif) ligand 3 | -2.4 | cytokine |
| Cxcr4 | chemokine (C-X-C motif) receptor 4 | -4.4 | cytokine |
| Fndc3b | Fibronectin type III domain containing 3B | -3.4 | growth factor |
| Fbln1 | Fibulin 1 | -2.2 | growth factor |
| Ghitm | Growth hormone inducible transmembrane protein | -2.2 | growth factor |
| Igfbp5 | Insulin-like growth factor binding protein 5 | -3.1 | growth factor |
| Thbs4 | thrombospondin 4 | -2.4 | cytokine |
| Cd36 | CD36 molecule (thrombospondin receptor) | 2.3 | cytokine |

**^a^**Fold change relative to air-exposed controls

How the deposited data were processed for this re-analysis (not part of the article)

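Bronchial tissue of rats that had inhaled 2,3-pentanedione or filtered air was captured by laser, and its amplified RNA was hybridized to Affymetrix rat 3′ expression arrays. The labels describe 12 arrays: 6 of air-exposed control bronchi, 3 of fibrotic bronchi and 3 of non-fibrotic bronchi of PD-exposed rats. The number and the condition of each array were taken from its label. Labels of the exposed arrays have the form of those of controls 1 and 2, and labels of controls 3 to 6 have another. Labels do not tie specimens to rats, so fibrotic and non-fibrotic tissue of the same rat could not be paired.

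The intensity values were made by the authors with the MAS5 algorithm in the Affymetrix GeneChip Command Console software and deposited as one signal for each probe set and array, scaled by the authors so that each array had the same trimmed mean, on a linear scale. No version of MAS5 is given in the sources used here. Detection calls and the error weights of Rosetta Resolver are not part of these values. Of 31099 probe sets, 57 are Affymetrix controls, and the other 31042 were tested with no filter on signal, since the methods state none. The annotation of the array gives 1 gene symbol for 20832 probe sets and several for 436, and 9780 tested probe sets have none. Probe sets with several symbols were not assigned to a gene, and a gene with more than 1 probe set was represented by the one with the highest mean log2 signal over all arrays, which leaves 14217 genes.

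Signals were taken to log2 without a pseudocount. One linear model of the 3 groups was fitted to each probe set with limma 3.58.1 (lmFit, and eBayes with an intensity trend) in R 4.3.3, and the contrasts were fibrotic against control, non-fibrotic against control and fibrotic against non-fibrotic. A probe set was called at a Benjamini-Hochberg adjusted p under 0.01 within its contrast. Adjusted p-values in the text are from this model. Principal components were computed on centred log2 signals, and the separation of groups was tested by exact permutation of the array labels. Gene lists, which are families, pathways and cell type markers written before the data were examined and the gene tables of the paper, were tested with camera at a preset inter-gene correlation of 0.01. Their p-values were adjusted over 116 tests, and a list was called at an adjusted p under 0.05. Lists of fewer than 5 measured genes were only counted. Some families and marker lists hold genes that the paper reports as changed on these samples, so their tests are not fully independent of that choice. Between fibrotic and non-fibrotic bronchi the members of lists were counted and no list was tested.

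Named genes were drawn from a set that a rule fixed before the data were examined. It held every gene that the paper names for the comparison and the 4 members of each list with the smallest p. It also held the 10 called genes with the largest rise and the 10 with the largest fall. These were taken among genes whose arrays do not overlap between the groups. The text prints only part of this set. Genes left out include Gpr15lg, Tgm1, Klrb1c, Dio3, Olr1 and Mcpt1l1, which rose in fibrotic bronchi, and Il24. The values in the paper's tables had been seen when the rule was written. A gene outside the rule is marked as named after its values were seen.

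No measure of sequencing depth applies to arrays. Signal over background is limited by cross-hybridization, which was read from 84 values of bacterial transcripts that were not added to the samples, and a fold change from or to a group whose arrays all lie under their highest value is given as a lower bound. Where the mean of a group but not every array lies under it, the change with arrays under this level set to it is given beside the fitted one. Precision was tested on simulated data with the spread of these arrays. Of genes shifted by a log2 of 2, 23.9% were recovered between fibrotic and control bronchi and 25.4% between non-fibrotic and control bronchi, and at a log2 of 3 these shares were 50% and 37.9%. None of the 50 and 43 calls in these simulations was false.

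Alternatives changed the threshold, the filter on dim probe sets (lowest 40% dropped), a floor at the 20th percentile, a pseudocount of 16, the normalization (quantile, median centring), the variance model, the arrays in the fit, the controls used (1 and 2, or 3 to 6, whose labels have different forms), the summary of a gene's probe sets and, for lists, the inter-gene correlation and the fry test. Each array was left out in turn, in fits that pool the spread over groups, so that the arrays left in a group are assumed to vary like the others. A random block for the sets of arrays (statmod 1.5.0) and the probe set of second highest signal were added after the data had been seen. Figures were drawn with matplotlib 3.10.9. The clusters of the functional annotation in the paper were not recomputed, because the tables of clusters available here are incomplete, and neither the PCR values nor the stained sections were analysed here.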

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

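The tests that set the exposed arrays against the control arrays as sets, and those on arrays held apart from each other, were chosen only after the result was seen; the other tests of explanations were set before.

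Fibrotic and non-fibrotic bronchi each differed from controls in many probe sets, while controls 1 and 2 also differed from controls 3 to 6, in 1418 probe sets at an adjusted p under 0.01. In fibrotic bronchi the change against controls 1 and 2 had a median ratio of 0.703 (95% bootstrap interval 0.691 to 0.715, 4000 probe sets) to the change against controls 3 to 6, and the change against non-fibrotic bronchi of 0.707 (0.693 to 0.722, 2914 probe sets) to the change against control, but the changes in each ratio share the fibrotic arrays on which the probe sets were chosen. With probe sets, numerator and denominator each taken from other arrays, the first ratio had a median of 0.682 (0.56 to 0.839 over 36 assignments of the arrays) and the second of 0.73 (0.517 to 1.02 over 120 assignments), where a difference between the 2 forms of control label, or between exposed and control arrays as sets, would give values near 0 and so is argued against as the whole cause. For non-fibrotic bronchi neither can be told apart from exposure, since the first ratio was 0.46 (0.431 to 0.482, 1016 probe sets), and 0.392 on arrays held apart (0.225 to 0.754 over 36 assignments), which the bounds set for either outcome do not decide. The ratio of the change in fibrotic to that in non-fibrotic bronchi was 0.739 (0.676 to 0.869, 162 probe sets). A set effect and a shared response to PD may both give this. Both changes also use the same controls, and the probe sets were chosen on the non-fibrotic change, which may raise the ratio. It was not taken on arrays held apart, so no conclusion is drawn from it.

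With only the groups compared in the fit, 3588 probe sets were called between fibrotic and control bronchi. Of 84 splits of these arrays 1, the real one, gave as many, and the highest other gave 2. Between non-fibrotic and control bronchi 181 were called and 1 of 84 splits gave as many, with 5 as the highest other. Both shares are the smallest that 84 splits allow, and argue against an arbitrary grouping of the arrays without excluding chance. Splits that mix exposed and control arrays may have a wider spread within groups, which would lower their counts. The splits also cannot tell exposure from a difference between exposed and control arrays as sets, since both follow the real grouping. Between fibrotic and non-fibrotic bronchi 292 were called, 1 of 10 splits gave as many and the highest other gave 0, and these splits are too few for a share under 0.05.

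Alveolar type I genes of Table 3 had higher means in non-fibrotic bronchi, Cldn18 by a log2 of 2.85 (adjusted p = 0.00743), Clic5 by 1.34 (0.0267) and Akap5 by 2.39 (0.106), or 1.09 with arrays under the level of absent transcripts set to it. Alveolar tissue captured with these bronchi may have contributed, and would raise type I and type II markers together. Without the genes of Table 3 the type II markers had a median of 0.12 (95% bootstrap interval -0.26 to 0.69, 26 genes) and the type I markers of 0.43 (-0.22 to 0.96, 23 genes), intervals that span 0. Among surfactant genes, Sftpc had 1.46 (adjusted p = 0.369), Sftpa1 1.36 (0.17), Sftpb 0.81 (0.336) and Sftpd 0.10 (0.903). Ager had 1.79 (0.0371) and Hopx 0.59 (0.13), while Aqp5 had -1.47 (0.0476). Alveolar tissue and a response of the bronchial epithelium to PD cannot be told apart, because these intervals hold values on either side of 0.

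Markers of ciliated cells and of club cells were lower in fibrotic bronchi, with medians of -4.37 and -3.80. A lower share of epithelium in the captured tissue would lower the markers of every epithelial type, and is argued against as the whole cause by the basal and squamous cell markers, whose median was 1.5 (95% bootstrap interval 0.97 to 2.26, 27 genes). How much lining epithelium each specimen held was not measured and stays open.

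Some control arrays lay apart from the other controls, by the share of the group's range that separates 1 array from its nearest neighbour. For the ratio of 3′ to 5′ GAPDH signal control replicate 2 lay apart (0.657). Among the genes of the paper's tables, 15 of 126 had an array apart, against 6.3 expected by chance, since about 1 group in 20 shows this. In control replicate 1 they were Bcat1 (0.695), Rasgrp1 (0.638), Sbp (0.784), Hbegf (0.738), Itgb3 (0.645) and Lox (0.676). Control replicate 2 had Tmem178a (0.628), Ccn4 (0.658), Cyp2f4 (0.783), Col4a1 (0.785), Col12a1 (0.725), Mmp2 (0.85) and Igf2bp2 (0.692), and control replicate 5 Il1rn (0.652) and Itga6 (0.694).

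The changes of the exposed groups differed between fibrotic and non-fibrotic bronchi, which came in part from the same rats, in 1185 probe sets. The members called were 38 of 46 ciliated cell markers (median -3.45), 12 of 23 club cell markers (-2.55) and 10 of 23 glutathione S-transferases (-1.43).

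Gene lists that the paper does not discuss also passed their test by camera, though none of the 116 list tests did with an estimated correlation. Where genes lie at the background, the median with them at their bound follows. In fibrotic bronchi the median log2 fold changes were 2.61 for macrophage markers, 1.79 for MHC class II and antigen presentation, 1.47 for T cell markers, 1.20 (1.09 at the bound) for proliferation, 0.92 for endothelial cell markers and 0.87 for immediate early genes. They were -1.64 for glutathione S-transferases, -0.68 (-0.57 at the bound) for other detoxifying enzymes, -0.34 for oxidative phosphorylation, -0.33 for Nrf2 targets and 0.18 for ribosomal proteins, which were at -0.00161 with controls 1 and 2 alone. The ribosomal call (adjusted p = 0.0469) was also lost with fry, with the mean of probe sets, with quantile normalization, with median centring, without any one of control replicates 3, 4, 5 and 6, without any one of fibrotic replicates 3 and 7 and without any one of non-fibrotic replicates 4 and 8. In non-fibrotic bronchi the medians were -0.71 (-0.62 at the bound) for ciliated cell markers, -1.0 for club cell markers, 0.58 for alveolar type I cell markers, -0.96 (-0.41 at the bound) for mast cell markers, 0.77 (0.65 at the bound) for proliferation and -0.37 for oxidative phosphorylation.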

How the results depend on the processing

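The random block for the array sets and the probe set of second highest signal were chosen only after the results were seen. No paired analysis was possible because the labels do not say which specimens share a rat, and the replicate numbers shared with controls are only 3 in fibrotic and 4 in non-fibrotic bronchi.

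The separation of the 3 groups kept its side of the threshold under every alternative run, with a pseudo-F of 2.76 to 5.06. The count between fibrotic and control bronchi was 5541 at an adjusted p under 0.05, 4863 with array quality weights, 1760 without moderation, 408 with controls 1 and 2 alone, 1820 with the random block and, leaving out 1 array, 1718 without fibrotic replicate 3, 1860 without fibrotic replicate 7 and 3443 without non-fibrotic replicate 8. Between non-fibrotic and control bronchi it was 1811 at an adjusted p under 0.05, 964 at an unadjusted p under 0.001 and 892 with a fold above 2 besides, 348 with a floor, 333 with 16 added and 282 after quantile normalization. It was 76 without the intensity trend, 42 without moderation, 2 with controls 1 and 2 alone, 1016 with controls 3 to 6 alone, 29 with the random block and, leaving out 1 array, 281 without control replicate 1, 42 without control replicate 3, 52 without control replicate 4, 86 without control replicate 5, 41 without control replicate 6, 371 without non-fibrotic replicate 4, 53 without non-fibrotic replicate 8 and 81 without non-fibrotic replicate 10. Between fibrotic and non-fibrotic bronchi it was 2970 at an adjusted p under 0.05, 504 without the trend, 610 with weights, 386 without moderation, 292 with only these groups in the fit, 514 with controls 1 and 2 alone and, leaving out 1 array, 625 without fibrotic replicate 3, 773 without fibrotic replicate 7, 1921 without non-fibrotic replicate 4, 598 without non-fibrotic replicate 8 and 603 without non-fibrotic replicate 10. Called in both tissues were 826 at an adjusted p under 0.05, 339 at an unadjusted p under 0.001 with a fold above 2, 163 after quantile normalization, 2 with controls 1 and 2 alone, 648 with controls 3 to 6 alone and 15 with the controls split. Fewer arrays or a looser threshold account by construction for part of these, and for the rest the cause was not tested. The other alternatives stayed within 1.5 times the reported counts, and with controls 3 to 6 alone 2636 fibrotic and 153 non-fibrotic calls were shared with those reported.

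Of 116 list tests 34 passed, and 0 did with an estimated inter-gene correlation, by camera, where fry passed 36; elsewhere the number was 29 to 39. Ribosomal proteins in fibrotic bronchi reversed with controls 1 and 2 alone (median -0.00161, adjusted p = 0.815, range 4.4e-04 to 0.815), and the test of macrophage markers in non-fibrotic bronchi turned from up to down without non-fibrotic replicate 4 (median -1.13, adjusted p = 0.0342, range 0.0342 to 0.973), where their median was -0.41 with all arrays and 0.42 without non-fibrotic replicate 8. Of the 241 genes followed over the alternatives, not all of which are named, 49 of 165 fibrotic and 2 of 30 non-fibrotic calls were kept with controls 1 and 2 alone. S1pr1 in fibrotic bronchi reversed with the mean of its probe sets, to -2.61 (adjusted p = 0.00102), and with the probe set of second highest signal, to -6.08 (adjusted p = 6.3e-05), in a range of 6.3e-05 to 0.837. That probe set also reversed Adam8 to 0.0449 (adjusted p = 0.978), Gad1 to 0.94 (adjusted p = 0.506) and Pon1 to 0.80 (adjusted p = 0.458) against control, Pon1 in non-fibrotic bronchi to 2.03 (adjusted p = 0.0834), and Adam8 between fibrotic and non-fibrotic bronchi to 0.39 (adjusted p = 0.847). Over all alternatives the adjusted p ranged over 1.1e-09 to 0.978 for Adam8, 6.2e-06 to 0.506 for Gad1 and 3.6e-07 to 0.458 for Pon1 in fibrotic bronchi, 9.7e-04 to 0.384 for Pon1 in non-fibrotic bronchi and 4.8e-05 to 0.847 for Adam8 between the tissues. The cause of these reversals was not tested. A signal near background limits the fold changes given as lower bounds.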

Differences from the paper's values

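The probe set of second highest signal was chosen only after the values were seen, and the other alternatives named here were set before. Folds are signed, negative for lower. Where the mean of a group lay under the level of absent transcripts, the value at the background is that with arrays under this level set to it. A value is said to come within the paper's where the 2 no longer differed both by more than the spread between arrays and by more than 1.5 times. A lower bound under the paper's fold leaves the size of the change open. Slc15a2, Timp4 and Tnn in fibrotic and Gad1 in non-fibrotic bronchi are such genes. They are not among those that differed, but this does not show that their folds are close to the paper's.

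At a p under 0.001, which the paper does not describe as adjusted or unadjusted, it counts 4683 genes in non-fibrotic bronchi. Here 964 probe sets had an unadjusted p under 0.001, with 191 to 1735 under the alternatives set before the data were examined. None of these came within 1.5 times the paper's count. For both tissues the paper gives 1089 genes, for which its methods also ask a fold above 2. Here 339 probe sets were found with that fold and 374 at the p alone, with 874 for controls 3 to 6 alone, which came within 1.5 times the paper's count, and no more than 609 under the other alternatives, which did not. The paper's p-values are from an error-weighted analysis of variance, and those here from limma. Fig. 3 of the paper also shows more non-fibrotic points than the 3 arrays analysed here, so the sets of arrays may differ. Whether this bears on the differences in non-fibrotic counts and folds was not tested.

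In fibrotic bronchi 20 of 93 folds in the paper's tables and text differed from the values here, none with the opposite sign. For Irak1bp1 (the paper's -2.9, here -6.88), Igfbp5 (the paper's -4.6, here -1.42), Adam8 (the paper's -9.0, here -17.3) and Mmp14 in the text (the paper's 9, here 3.35) the value came within the paper's under none of the alternatives set before the data were examined. For the following it did so under those named and not under the others. For Bcat1 (the paper's 15.7, here 28.5) it did so with the mean of probe sets, with 16 added to each signal, with controls 3 to 6 alone, without control replicate 1 and without fibrotic replicate 3. For Inhba (the paper's 14.2, here 22.2) it did so with 16 added to each signal, with controls 1 and 2 alone, without control replicate 5 and without fibrotic replicate 3. For Fmo2 (the paper's -34.9, here -8.88) it did so with the mean of probe sets, with controls 1 and 2 alone and without fibrotic replicate 7. For Gpr155 (the paper's -23.7, here -45.5) it did so with 16 added to each signal, with controls 1 and 2 alone, without control replicate 5 and without any one of fibrotic replicates 3 and 9. For S100a1 (the paper's -20.5, here -8.79) it did so with controls 3 to 6 alone and without fibrotic replicate 9. For Il18 (the paper's 3.2, here 5.58) it did so without control replicate 2. For Tgfb2 (the paper's 4.6, here 2.99) it did so with the mean of probe sets, with quantile normalization, with median centring, with controls 3 to 6 alone, without any one of control replicates 1 and 3 and without fibrotic replicate 9. For Egr2 (the paper's 7.2, here 17.3) it did so with the mean of probe sets and without fibrotic replicate 7. For Fgfr3 (the paper's -3.0, here -4.62) it did so with median centring, with controls 1 and 2 alone, without control replicate 5 and without fibrotic replicate 3. For Fn1 (the paper's 12.9, here 27.6) it did so with controls 1 and 2 alone. For Igfbp4 (the paper's 4.8, here 7.24) it did so with 16 added to each signal, with controls 1 and 2 alone, without any one of control replicates 2, 5 and 6 and without any one of fibrotic replicates 7 and 9. For Col13a1 (the paper's -9.7, here -5.65) it did so without fibrotic replicate 7. For Col14a1 (the paper's 3.0, here 5.31) it did so with the mean of probe sets and without control replicate 2. For Has2 (the paper's 12.7, here 28.0, or 15.2 at the background, within 1.5 times the paper's) it did so with 16 added to each signal, with quantile normalization, without control replicate 5 and without fibrotic replicate 7. For Spon1 (the paper's 5.2, here 10.8) it did so with controls 1 and 2 alone. For Lox in the text (the paper's 3, here 5.23) it did so with the mean of probe sets, with controls 1 and 2 alone and without fibrotic replicate 9. The probe set of second highest signal, chosen after seeing the values, came within the paper's for Bcat1, Fmo2, Tgfb2, Egr2, Lox in the text and Mmp14 in the text, and it drops 12 of the 34 called genes of the paper that have such a probe set. For Lox and Mmp14 the paper's tables give other values, 4.5 and 3.1, which did not differ from those here.

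In non-fibrotic bronchi 17 of 40 folds differed, 9 of them with the opposite sign, of which that of Zfp853 cannot be read, because the means of both groups lay at the background, and that of Hdac10 rests on arrays under this level. The value came within the paper's under none of the alternatives set before the data were examined for Lrp10 (the paper's 5.6, here -1.01), Ubr2 (the paper's 3.6, here 1.06), Pdgfrb (the paper's 3.5, here 1.07), Sorl1 (the paper's -6.4, here -2.88), Zfp853 (the paper's -7.5, here 2.25 with the means of both groups at the background), Fndc3b (the paper's -3.4, here 1.60), Igfbp5 (the paper's -3.1, here 1.47), Gas6 (the paper's 9.2, here 1.64), Arhgap17 (the paper's 3.9, here -1.93), Hdac10 (the paper's 3.7, here -1.60, or 1.00 at the background), Rasgrp1 (the paper's -5.4, here -1.64) and Ghitm (the paper's -2.2, here 1.15). For the following it did so under those named and not under the others. For Nrg1 (the paper's 5.3, here 2.57) it did so with controls 1 and 2 alone. For Clic5 (the paper's 3.9, here 2.54) it did so with quantile normalization, with controls 3 to 6 alone, without any one of control replicates 1, 2 and 5 and without non-fibrotic replicate 4. For S1pr1 (the paper's -5.2, here -1.26) it did so with the mean of probe sets, with controls 1 and 2 alone and without any one of non-fibrotic replicates 4 and 10. For Cxcl3 (the paper's -2.4, here 1.65) it did so with the mean of probe sets. For Cxcr4 (the paper's -4.4, here 1.05) it did so with controls 1 and 2 alone. The probe set of second highest signal, chosen after seeing the values, came within the paper's for Nrg1, S1pr1, Gas6, Arhgap17, Hdac10, Rasgrp1 and Ghitm, and it drops 5 of the 6 called genes of the paper that have such a probe set.

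Of 90 genes that the paper lists as altered in fibrotic bronchi, 72 were called here at an adjusted p under 0.01, 85 at 0.05 and 73 at the paper's own thresholds. Beyond those called at 0.01, Adam10, Ccn4, Cma1, Cxcr4, Egfr, Il1rn, Itga5, Lox, Loxl2, Prss22, Serpinf1, Serping1 and Tnn passed at 0.05 and Cma1 at the paper's p under 0.001 and fold above 2. No alternative at 0.01 set before the data were examined called Col18a1 (1.54, adjusted p = 0.251), Il1rn (1.74, adjusted p = 0.0322) or Mmp2 (0.91, adjusted p = 0.0556). Adam10 (0.93, adjusted p = 0.0398) was called with controls 3 to 6 alone and without control replicate 1. Ccn4 (at least 5.09-fold higher, adjusted p = 0.0118) was called with a floor at the 20th percentile, with 16 added to each signal, with quantile normalization, with median centring and without any one of non-fibrotic replicates 4 and 8. Cma1 (at least 5.34-fold higher, adjusted p = 0.0102) was called with a floor at the 20th percentile, with 16 added to each signal, with quantile normalization, with median centring, with the mean of probe sets and without any one of non-fibrotic replicates 4 and 8. Cx3cr1 (2.37, adjusted p = 0.0864) was called without non-fibrotic replicate 8. Cxcr4 (2.27, adjusted p = 0.0174) was called with controls 3 to 6 alone and without any one of control replicates 1 and 2. Egfr (1.64, adjusted p = 0.0147) was called with median centring, with controls 3 to 6 alone and without any one of non-fibrotic replicates 8 and 10. Igfbp5 (-0.50, adjusted p = 0.263) was called with the mean of probe sets. Itga5 (2.66, adjusted p = 0.0251) was called without non-fibrotic replicate 4. Lox (2.39, adjusted p = 0.0156) was called with a floor at the 20th percentile, with median centring, with the mean of probe sets, without control replicate 1 and without any one of non-fibrotic replicates 4 and 8. Loxl2 (2.19, adjusted p = 0.0168) was called with the mean of probe sets and without any one of non-fibrotic replicates 8 and 10. Mmp24 (-0.79, adjusted p = 0.0814) was called with the mean of probe sets. Prss22 (2.99, adjusted p = 0.0451) was called without non-fibrotic replicate 8. Serpinf1 (1.37, adjusted p = 0.0367) was called without control replicate 1. Serping1 (1.40, adjusted p = 0.0317) was called without any one of non-fibrotic replicates 4 and 8. Tnn (at least 5.57-fold higher, adjusted p = 0.0119) was called with a floor at the 20th percentile, with 16 added to each signal and without any one of non-fibrotic replicates 8 and 10. The probe set of second highest signal, chosen after seeing the values, also called Igfbp5 and Lox, and it drops 12 of the 34 called genes of the paper that have such a probe set.

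Of 40 genes listed for non-fibrotic bronchi, 7 were called at an adjusted p under 0.01, 15 at 0.05 and 13 at the paper's own thresholds. Beyond those called at 0.01, Apln, Clic5, Lgi1, Nog, Slc15a1, Slc23a1, Tubb4a and Zfp318 passed at 0.05 and Apln, Clic5, Lgi1, Slc23a1, Tubb4a and Zfp318 at the paper's p under 0.001 and fold above 2. No alternative at 0.01 set before the data were examined called Akap5 (2.39, or 1.09 at the background, adjusted p = 0.106), Arhgap17 (-0.95, adjusted p = 0.0637), C9 (-3.28, or -1.94 at the background, adjusted p = 0.0589), Cd36 (1.83, adjusted p = 0.0684), Clic5 (1.34, adjusted p = 0.0267), Cxcl1 (-1.49, adjusted p = 0.118), Cxcl3 (0.72, adjusted p = 0.638), Cxcr4 (0.08, adjusted p = 0.952), Fndc3b (0.68, adjusted p = 0.275), Ghitm (0.20, adjusted p = 0.53), Hdac10 (-0.68, or 0.00 at the background, adjusted p = 0.412), Igf2bp2 (1.32, adjusted p = 0.0884), Igfbp5 (0.56, adjusted p = 0.242), Lrp10 (-0.01, adjusted p = 0.99), Nog (means at the background in both groups, adjusted p = 0.0421), Nrg1 (1.36, adjusted p = 0.0792), Pdgfrb (0.10, adjusted p = 0.891), Ppara (-2.32, or -0.78 at the background, adjusted p = 0.0804), Rasgrp1 (-0.71, adjusted p = 0.293), S1pr1 (-0.34, adjusted p = 0.743), Sbp (at least 1.32-fold lower, adjusted p = 0.13), Tlr2 (-1.27, adjusted p = 0.199), Ubr2 (0.08, adjusted p = 0.886) or Zfp853 (means at the background in both groups, adjusted p = 0.202). Apln (at least 2.47-fold higher, adjusted p = 0.0113) was called with a floor at the 20th percentile, with 16 added to each signal and with controls 3 to 6 alone. Ccl9 (-1.89, adjusted p = 0.0687) was called without non-fibrotic replicate 4. Gas6 (0.71, adjusted p = 0.058) was called with the mean of probe sets. Lgi1 (at least 6.21-fold lower, adjusted p = 0.0227) was called with a floor at the 20th percentile, with 16 added to each signal and without fibrotic replicate 7. Slc15a1 (at least 1.76-fold higher, adjusted p = 0.0373) was called with a floor at the 20th percentile. Slc23a1 (-3.65, or -1.54 at the background, adjusted p = 0.026) was called without non-fibrotic replicate 10. Thbs4 (-2.48, or -0.93 at the background, adjusted p = 0.0536) was called without non-fibrotic replicate 4. Tubb4a (2.83, or 2.36 at the background, adjusted p = 0.0105) was called with a floor at the 20th percentile, with 16 added to each signal, with controls 3 to 6 alone, without control replicate 1 and without non-fibrotic replicate 10. Zfp318 (2.01, adjusted p = 0.0189) was called with a floor at the 20th percentile, with controls 3 to 6 alone and without any one of control replicates 1 and 2. The probe set of second highest signal, chosen after seeing the values, also called Gas6, and it drops 5 of the 6 called genes of the paper that have such a probe set.

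In its text the paper names a single collagen as lower in fibrotic bronchi. Of 41 collagens here 9 rose and 2 fell, Col13a1 and Col4a5. It describes many serpins as up-regulated, whereas 1 of 33 rose, Serpinh1, and 7 at an adjusted p under 0.05, while Timp1 and Timp2 rose. It gives Lox and related genes as increased; Lox, Loxl1, Loxl2 and Loxl3, of which Loxl1 and Loxl3 were named after their values were seen, were higher without passing 0.01. For cytokines and growth factors of non-fibrotic bronchi it gives mostly decreases. In Table S6 1 gene fell and 0 rose by limma, 9 were higher and 4 lower, 4 and 4 of these at an unadjusted p under 0.05, and 0 rose and 0 fell without moderation.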

Other observations

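The comparison of non-fibrotic replicate 4 with the other arrays was chosen only after the results were seen.

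Of the glutathione S-transferases in fibrotic bronchi, Gsta1 fell with a log2 fold change of -4.20 (adjusted p = 3.3e-08), Gstm2 with -2.64 (adjusted p = 3.6e-07) and Gstm1 with -2.83 (adjusted p = 6.7e-07), and 0 rose and 14 fell of 23 (0 and 15 adjusted over the list alone) (camera, adjusted p = 3.4e-09, and 0.137 with an estimated correlation, range 5.4e-10 to 0.137). Club cell markers, among them Gsta3 with -5.04, and ciliated cell markers fell in the same arrays, with medians of -3.80 and -4.37. Among other detoxifying enzymes 1 rose and 17 fell of 68 (4 and 20 adjusted over the list alone), with Pon3, an esterase of high-density lipoprotein, at -2.92 (adjusted p = 4.1e-06) and Aldh6a1, an aldehyde dehydrogenase, at -3.27 (adjusted p = 4.2e-06) (camera, adjusted p = 6.8e-04, and 0.137 with an estimated correlation, range 7.5e-07 to 0.137). Nrf2 targets showed 0 rose and 7 fell of 28 (1 and 9 adjusted over the list alone), among them epoxide hydrolase Ephx1 with -3.42 (adjusted p = 6.1e-06) and the quinone reductase Nqo1 with -2.22 (adjusted p = 5.1e-05) (camera, adjusted p = 0.0424, and 0.651 with an estimated correlation, range 0.0126 to 0.651). The lists of cytochrome P450 families 1 to 4, with 1 rose and 6 fell of 40 (1 and 6 adjusted over the list alone) (camera, adjusted p = 0.72, and 0.883 with an estimated correlation, range 0.15 to 0.925), and of dicarbonyl detoxification, with 0 rose and 3 fell of 14 (1 and 3 adjusted over the list alone) (camera, adjusted p = 0.171, and 0.668 with an estimated correlation, range 0.034 to 0.668), did not pass. Of mucous cell markers 0 rose and 3 fell of 15 (0 and 4 adjusted over the list alone), and the 3 were Spdef, at least 4.94-fold lower (adjusted p = 3.7e-05), Agr2 with -3.35 (adjusted p = 8.1e-05) and the immunoglobulin receptor Pigr with -3.44 (adjusted p = 2.8e-04). The mucous list did not pass, with a median of 0.55 and a mean of -0.62 (camera, adjusted p = 0.479, and 0.798 with an estimated correlation, range 0.0407 to 0.798). Oxidative phosphorylation genes showed 0 rose and 6 fell of 68 (0 and 6 adjusted over the list alone), with Cox7a1 at -2.43 (adjusted p = 0.00134) and Ndufa3 at -1.15 (adjusted p = 0.00154) (camera, adjusted p = 0.00182, and 0.668 with an estimated correlation, range 1.1e-04 to 0.668). The Nrf2 list lost its call with median centring, with the lowest 40% of probe sets dropped, with controls 3 to 6 alone, without any one of control replicates 2 and 6, without fibrotic replicate 9 and without non-fibrotic replicate 4, and the oxidative phosphorylation list with fry, with controls 1 and 2 alone and without fibrotic replicate 9. Nqo1 lost its call with controls 1 and 2 alone, and over the alternatives the adjusted p ranged from 6.4e-06 to 0.0152. Cox7a1 lost its call with controls 1 and 2 alone and without any one of fibrotic replicates 3 and 9 (0.01002 to 0.0112), and over the alternatives the adjusted p ranged from 1.0e-04 to 0.167. Ndufa3 lost its call after median centring, with controls 1 and 2 alone and without fibrotic replicate 9 (0.0115), and over the alternatives the adjusted p ranged from 5.6e-04 to 0.163.

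Ctss, a protease of antigen processing, rose in fibrotic bronchi with a log2 fold change of 2.84 (adjusted p = 2.0e-04), RT1-DMa, which loads MHC class II, with 1.94 (adjusted p = 8.2e-04), and the haemoglobin scavenger receptor Cd163 with 4.46 (3.31 with arrays under the level of absent transcripts set to it; adjusted p = 3.7e-04). The MHC class II list had 4 rose and 0 fell of 17 (4 and 0 adjusted over the list alone) (camera, adjusted p = 8.5e-05, and 0.651 with an estimated correlation, range 2.5e-05 to 0.651). Complement receptors C3ar1 and C5ar1 rose with 3.38 (adjusted p = 6.5e-04) and 3.85 (adjusted p = 8.4e-04), while C3 fell in fibrotic bronchi with -1.88 (adjusted p = 3.5e-04) and in non-fibrotic bronchi with -2.61 (adjusted p = 9.2e-04). Cdca3 and Mcm5, genes of the cell cycle, rose with 3.07 (2.85 with arrays under the level of absent transcripts set to it; adjusted p = 7.8e-05) and 2.18 (adjusted p = 1.6e-04), and Aurkb fell with -3.48 (adjusted p = 2.3e-06); 12 rose and 3 fell of 58 (16 and 3 adjusted over the list alone) (camera, adjusted p = 2.3e-06, and 0.651 with an estimated correlation, range 4.5e-07 to 0.651). Immediate early genes showed 4 rose and 1 fell of 34 (6 and 1 adjusted over the list alone), Atf3 with 2.05 (adjusted p = 0.00401) and Klf6 with 1.12 (adjusted p = 0.00103) (camera, adjusted p = 5.2e-04, and 0.651 with an estimated correlation, range 1.2e-05 to 0.651). No T cell marker was called with limma, with 12 higher at an unadjusted p under 0.05 and 0 without moderation (camera, adjusted p = 0.00204, and 0.668 with an estimated correlation, range 3.0e-04 to 0.668). The lists of B and plasma cell (camera, adjusted p = 0.0826, and 0.798 with an estimated correlation, range 0.0107 to 0.83), mast cell (camera, adjusted p = 0.297, and 0.8 with an estimated correlation, range 0.109 to 0.8), neutrophil (camera, adjusted p = 0.114, and 0.668 with an estimated correlation, range 0.0284 to 0.668) and eosinophil markers (camera, adjusted p = 0.885, and 0.933 with an estimated correlation, range 0.688 to 0.996) did not pass there. In non-fibrotic bronchi Xbp1, a factor of the secretory pathway, fell with -1.04 (adjusted p = 0.00848). Mast cell markers there had 0 calls by limma (3 lower at an unadjusted p under 0.05, 0 without moderation; camera, adjusted p = 0.0432, and 0.668 with an estimated correlation, range 1.4e-06 to 0.668). The T cell list lost its call with fry and with controls 1 and 2 alone, and the mast cell list in non-fibrotic bronchi with fry, with the mean of probe sets, with the lowest 40% of probe sets dropped, with controls 3 to 6 alone, without any one of control replicates 1, 2 and 6, without any one of fibrotic replicates 7 and 9 and without any one of non-fibrotic replicates 4 and 8. Ctss, RT1-DMa, Cd163, C3 and Cdca3 lost their calls with controls 1 and 2 alone, and over the alternatives the adjusted p ranged from 5.0e-05 to 0.0194, 2.3e-04 to 0.0926, 5.3e-05 to 0.0157, 1.5e-04 to 0.0362 and 2.0e-05 to 0.0122, respectively. Atf3 lost its call with controls 1 and 2 alone and without any one of fibrotic replicates 3 and 7 (0.0239 to 0.0344), and over the alternatives the adjusted p ranged from 0.00197 to 0.0344. Klf6 lost its call with controls 1 and 2 alone and without fibrotic replicate 7 (0.0121), and over the alternatives the adjusted p ranged from 6.5e-04 to 0.0545.

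In non-fibrotic bronchi C3 lost its call with controls 1 and 2 alone, and over the alternatives the adjusted p ranged from 2.8e-04 to 0.0475. Xbp1 lost its call after median centring, with controls 1 and 2 alone and without any one of control replicates 2, 3, 4, 5 and 6, fibrotic replicates 3, 7 and 9 and non-fibrotic replicates 8 and 10 (0.0109 to 0.0343), and over the alternatives the adjusted p ranged from 0.00274 to 0.195.

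Non-fibrotic replicate 4 lay nearer to the fibrotic arrays than replicates 8 and 10 did. Relative to the control mean, macrophage markers had a median of 1.34 in it and of -1.42 and -0.04 in replicates 8 and 10, against 1.97 to 2.81 in the fibrotic arrays. Plasminogen system genes had 1.09, -0.03 and -0.31, against 1.15 to 1.78, and ciliated cell markers -1.13, -0.52 and -0.72, against -4.99 to -3.17. Timp1 had a log2 signal of 11.06 in replicate 4, 6.16 in replicate 8 and 6.44 in replicate 10, and Inhba 9.54, 5.47 and 6.15.

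Controls 1 and 2 minus controls 3 to 6 gave median differences of 0.95 (28 of 31 higher) for T cell markers, 1.29 (15 of 18 higher) for mast cell markers, 1.20 (16 of 17 higher) for B and plasma cell markers and -0.98 (7 of 27 higher) for smooth muscle markers. They gave 0.68 (16 of 17 higher) for MHC class II and antigen presentation, -0.55 (6 of 23 higher) for glutathione S-transferases, 0.35 (34 of 42 higher) for ribosomal proteins and -0.36 (20 of 68 higher) for oxidative phosphorylation. Hybridization controls had a mean log2 signal of 13.67 in controls 1 and 2, 12.44 in controls 3 to 6 and 13.42 in the exposed arrays.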
